# Senescence of human pancreatic beta cells enhances functional maturation through chromatin reorganization and promotes interferon responsiveness

**DOI:** 10.1093/nar/gkae313

**Published:** 2024-04-29

**Authors:** Milan Patra, Agnes Klochendler, Reba Condiotti, Binyamin Kaffe, Sharona Elgavish, Zeina Drawshy, Dana Avrahami, Masashi Narita, Matan Hofree, Yotam Drier, Eran Meshorer, Yuval Dor, Ittai Ben-Porath

## Abstract

Senescent cells can influence the function of tissues in which they reside, and their propensity for disease. A portion of adult human pancreatic beta cells express the senescence marker p16, yet it is unclear whether they are in a senescent state, and how this affects insulin secretion. We analyzed single-cell transcriptome datasets of adult human beta cells, and found that p16-positive cells express senescence gene signatures, as well as elevated levels of beta-cell maturation genes, consistent with enhanced functionality. Senescent human beta-like cells in culture undergo chromatin reorganization that leads to activation of enhancers regulating functional maturation genes and acquisition of glucose-stimulated insulin secretion capacity. Strikingly, Interferon-stimulated genes are elevated in senescent human beta cells, but genes encoding senescence-associated secretory phenotype (SASP) cytokines are not. Senescent beta cells in culture and in human tissue show elevated levels of cytoplasmic DNA, contributing to their increased interferon responsiveness. Human beta-cell senescence thus involves chromatin-driven upregulation of a functional-maturation program, and increased responsiveness of interferon-stimulated genes, changes that could increase both insulin secretion and immune reactivity.

## Introduction

Cellular senescence is a coordinated program activated in cells in situations of damage and oncogenesis, as well as in specific physiologic settings (1–3). The hallmarks of senescence are a permanent cell-cycle arrest, accompanied by a host of morphologic and metabolic changes, and, in some settings, a senescence-associated secretory phenotype (SASP), which involves secretion of inflammatory cytokines. Senescence is typically activated by the Rb and p53 pathways, which induce the silencing of cell-cycle genes (E2F targets), combined with signals that drive the SASP and inflammatory responses (1–3). The senescent phenotype is typically acquired over several days, during which cells undergo chromatin reorganization which drives gene expression reprogramming (4).

Cells displaying features of senescence have been observed in multiple tissues with increasing numbers during aging, and in the context of various diseases (3,5–7). The direct causes of age-associated senescence are mostly unknown, although it is assumed that cellular stress or damage during aging may trigger this response. Detection of senescent cells within tissues is challenging, as there are few markers specific for this state, and their activation is often context- and cell-type-specific (8,9). These include p16^Ink4a^ (also known as CDKN2A, p16 hereafter) which activates Rb through CDK4/6 inhibition, p21 (CDKN1A) – a p53 target and CDK inhibitor, reduced proliferation, senescence-associated β-galactosidase (SA-βgal) activity and expression of SASP and stress-related pathways (8). There is an ongoing effort to develop transcriptomic signatures to allow detection of senescence in single-cell and spatial datasets (8,9).

There is poor understanding as to how senescent cells, which represent a small fraction of tissue cells even upon aging, affect the function of organs and their propensity for disease. Senescent cells have been shown, mostly in mouse models, to contribute to various pathologies, and this has led to an effort to identify drugs that specifically eliminate these cells (senolytics) or block their detrimental activities (1–3). In some settings, however, senescent cells were shown to play roles associated with specific physiologic processes, including promotion of wound healing, fibrosis resolution and tissue regeneration (10–13), execution of phases of embryonic development (14–16) and functional maturation (17,18).

During aging, pancreatic beta cells show increasing levels of p16, in both mice and humans (17,19–22). This has raised the question of whether p16-expressing beta cells enter a senescent state, whether this affects their key function – glucose stimulated insulin secretion (GSIS), and whether these cells influence the onset and progression of diabetes. We previously showed that transgenic p16 activation in mice induces features of senescence in beta cells, and that, rather than reducing functionality, the senescence program enhances the ability of beta cells to secrete insulin at high glucose levels (17). Consistent with this, p16 inactivation was detrimental to beta cell function. These findings suggested that senescence enhances beta-cell maturation and functionality, specifically promoting insulin secretion levels upon exposure to glucose (23). In contrast, potential negative effects of beta cell senescence were described in the context of diabetes. In the NOD mouse model of type I diabetes (T1D), cells expressing senescence markers were shown to accumulate upon disease development, and senolytic treatment reduced immune destruction of beta cells and improved glucose tolerance (24). Other work suggested increased beta cell senescence during type 2 diabetes (T2D), contributing to loss of functionality and disease-promoting inflammation (25). The functional characteristics of senescent beta cells, and the molecular processes that establish them, particularly in humans, therefore require further study.

Here, we set out to elucidate the gene expression programs that characterize senescent beta cells in adult humans, and uncover whether these cells display evidence of altered functionality and enhanced inflammatory features. We dissected the changes in chromatin organization that occur upon senescence of beta-like cells in culture, to identify the key features leading from senescence to changed functionality. Our results establish a strong link between the senescence program in beta cells and activation of functional maturation genes. Furthermore, we highlight a previously uncharacterized aspect of beta cell senescence – increased interferon responsiveness, which is associated with elevated cytoplasmic DNA.

## Materials and methods

### Human samples

Formalin-fixed paraffin-embedded tissue sections of human pancreatic tissues were obtained from the Network for Pancreatic Organ Donors with Diabetes (nPOD). Sections from 11 non-diabetic individuals, aged between 4 months and 75 years were analyzed. Freshly isolated human islets from non-diabetic cadaveric donors were procured from the Integrated Islet Distribution Program (IIDP), as well as from Prodo Laboratories, USA, under their respective ethical consent. Information on all human subjects is provided in Supplementary Table S1.

### Analysis of scRNA-seq data

Single-cell RNA-seq data of pancreatic islets were obtained from Stuart *et al.* (26) (Supplementary Table S2). The datasets were normalized and integrated using the Seurat v3 FindIntegrationAnchors function, followed by the IntegrateData function with 1 to 30 dimensions, after selecting 2000 variable genes for each sample. Expression profiles only of beta cells were filtered for further analysis. Cells having 1000–9000 detected genes, UMI ≥ 500, mitochondrial ratio <0.20, and log_10_ of genes per UMI >0.80 were included. Genes whose expression was greater than 3.5 in at least 2% of beta cells were included. Expression (*Ex*) was calculated as log_2_((CPM/10)+1), where CPM is counts per million reads for each gene. A second independent dataset was obtained from Shrestha et al. (27) and included 10787 beta cells from five non-diabetic donors profiled by 10x Genomics. Beta cells expressing at least 200 genes or more, UMI ≥200, mitochondrial ratio <0.10, and log_10_ of genes per UMI >0.80 were included. We applied the SAVER method (28) to both datasets, to correct for partial transcript capture. Scaled expression values (*E*_s_) were derived from log_2_ SAVER-imputed expression estimates using the ScaleData() function. Gene-to-gene correlations of expression across individual cells were calculated by the SAVER inbuilt function cor.genes(), producing ranked correlations of all genes to p16 (Supplementary Table S3). Genes ranked by their correlation values underwent gene set enrichment analysis (GSEA) against MSigDB global hallmark sets (29) and curated gene sets (Supplementary Table S4). The p16-associated signature includes the 100 genes ranked as highest correlated to p16 expression, and the p21-associated signature includes the top 100 genes correlated to p21. Similarly, the signatures of 250 and 500 highest correlated genes to p16 were tested as p16 Top 250 and 500. All gene signatures and their corresponding sources are listed in Supplementary Table S5. Signature scores were calculated for individual beta cells by the AddModuleScore() function of Seurat. The signature score (SC) is the average scaled expression (*E*_s_) of a gene set (G), subtracting the aggregated expression of the control gene set (C), to correct for confounding cell complexity: SC = average[*E*_s_(G)] – average[*E*_s_(C)]. A control gene set was matched to each gene set to represent comparable expression distribution. All pairwise Pearson correlations between signature scores across all individual cells were calculated using the R cor.test() function, and the generated correlation matrices were plotted using R. We used the Seurat FindMarkers() function with the MAST method (30), fitting two-part, generalized linear models, to identify differentially expressed genes between p16^high^ (>70th percentile) and p16^neg^ (<30th percentile) beta cells. The confounding sources of variation tech (scRNA-seq platforms), and individual (sample donor) were included as covariates (latent.vars). The same method was used to identify differentially expressed genes between cells expressing high (>70th percentile) and low (<30th percentile) scores for the Replicative Senescence signature (Rep Sen^high^ and Rep Sen^low^, respectively). Differentially upregulated genes are shown as log2 fold change, with error bars for individual genes indicating the 95% confidence interval, calculated by 150 cycles of random subsampling of 500 cells from each category with replacement. The differentially expressed genes were tested for gene set enrichments using Metascape (31). The Benjamini–Hochberg procedure was used for multiple-hypothesis correction of differentially expressed genes, as well as for gene set enrichments.

### Cell culture

EndoC-βH3 human pancreatic beta-like cells (32) were maintained in DMEM low glucose (1 g/l) supplemented with 2% fatty acid-free bovine serum albumin fraction V (Roche), 10 mM nicotinamide, 5.5 μg/ml, human transferrin, 6.7 ng/ml sodium selenite, 50 μM β-mercaptoethanol, 100 U/ml penicillin and 100 μg/ml streptomycin. The culture plates were pre-coated with DMEM high glucose (4.5 g/l) supplemented with 2 μg/ml fibronectin (Sigma) and 1% ECM (Sigma) and incubated at 37ºC for 1–2 h. Cells were passaged once a week by trypsin digestion. Senescence was induced by activating the CreER recombinase carried by the cells by treatment with 1 μM 4-hydroxy-tamoxifen (4-OHT, sigma) for 3 weeks. For GSIS measurement, cells were kept for 24 h in 2.8 mM glucose media, then pre-incubated for 1 hour in 0.5 mM glucose containing Kreb's Ringer buffer (KRB), 115 mM NaCl, 5 mM KCl, 1 mM CaCl_2_, 1 mM MgCl_2_, 24 mM NaHCO_3_, 10 mM HEPES pH 7.4, 0.2% BSA. Cells were then incubated with 1.5 or 20 mM glucose containing KRB buffer for 1 h to stimulate glucose-induced insulin secretion. Secreted insulin was measured by ELISA (Crystal Chem). IFNα treatment was done using 2000 u/ml for 24 h, followed by RNA collection. The cells were treated with the STING inhibitor H-151 (1 μM) overnight before the collection of RNA samples.

### Tissue-section and cell stains

Paraffin-embedded tissue sections of human subjects were stained using standard immunofluorescence procedures. Briefly, sections were antigen retrieved with Tris-EDTA (pH-9.0) buffer, permeabilized with 0.1% Triton X 100, and blocked with Cas-Block (Applied Bioscience). Sections were incubated with primary antibodies overnight at 4°C, washed, and incubated with fluorophore-conjugated secondary antibodies (Jackson) for 30–60 min at room temperature. EndoC-βH3 cells seeded in microscopy grade chamber slides were fixed with 4% paraformaldehyde, permeabilized with 0.5% Triton X100 in PBS, blocked with CAS-Block for 10 min and 2.5% BSA, and stained with primary antibodies for 1 hour, followed with fluorophore-conjugated secondary antibodies and DAPI nuclear stain. Cytoplasmic DNA was detected with an anti-dsDNA antibody or with the sensitive nucleic acid-binding dye SYBR gold (Thermo Scientific, #11494) following pre-treatment with RNase I (100 u/ml). The following antibodies were used for cell and section staining: p16 (BioSB, #BSB3480), Insulin (Dako, #IR002), Class I HLA (Abcam, #ab70328), Histone H3 (CST, #14269), dsDNA (EMD Millipore, #MAB1293), H3K27me3 (#IE7 clone CMA323 (33), H3K9me3 (Upstate biotech, #07-523) and Ki67 (Abcam, #ab1667). For senescence-associated β-galactosidase activity (SA-βgal), cells were fixed with 0.2% glutaraldehyde followed by incubation at 37°C with 1 mM MgCl_2_ in PBS pH 6.0, 150 mM NaCl, 5 mM K_4_[Fe(CN)_6_] 3H_2_O, 5 mM K_3_[Fe(CN)_6_], 1 mg/ml X-gal.

### Image acquisition and analysis

Fluorescent images were collected using a Yokogawa CSU-W1 spinning disk field scanning Nikon Ti2 confocal system and a Nikon Ti Eclipse confocal microscope, and processed with NIS-Elements software. Fluorescence signal intensity of p16, HLA-I, and cytoplasmic dsDNA in human pancreatic tissues and EndoC-βH3 cells was quantified using QuPath (v0.4.2) image analysis software. Briefly, all images are loaded to create a QuPath object, followed by annotation of islet regions based on insulin staining fluorescence signal. Each of the cells in the annotated islets was then detected based on DAPI fluorescence, and the ‘cell detection’ tool using cell expansion parameter as 5 μm. In human tissue sections beta cells were classified based on the p16 fluorescence signal as p16^neg^ (<20th percentile), p16^low^ (20–80th percentile) or p16^high^ (>80th percentile). Fluorescence signal for HLA-I and cytosolic DNA were then compared between p16^neg^ and p16^high^ beta cells. For EndoC-βH3 cells, the cells were detected similarly based on DAPI fluorescence, and cytosolic DNA fluorescence was compared between non-senescent and senescent cells. The number of cytosolic DNA foci was scored. Micronuclei were visually identified and scored. The percentages of Ki67^+^ cells and H3K27me3/H3K9me3 heterochromatin foci in EndoC-βH3 cells were scored using ImageJ.

### Flow cytometry of human Islets and cells

Live human islets from non-diabetic human donors were cultured upon arrival in standard Prodo Islet media (PIM(S)) supplemented with 5% human AB blood type serum, glutathione (Prodo), and antibiotic mixture (3×, Prodo) at 37°C overnight. A portion of Islets were treated with IFNα (2000 u/ml) for 24 h before flow-cytometric analysis of cell surface HLA-I. For flow cytometric analysis, the Islets were dissociated gently after incubation at 37°C for 12 min with ACCUMAX (stem cell technologies, USA) in the presence of DNase (100 μg/ml). Live cell suspensions were incubated with C_12_FDG (33 μM) in PIM(S) complete media at 37°C for 1 h to detect SA-βGal activity, followed by incubation on ice with antibodies against HLA-I (Biolegend, #311409), and NTPDase3 to mark beta cells (a gift from Alvin C. Powers). The flow cytometric data were acquired with BD LSR Fortessa, and analyzed with FCS Express software. Control and senescent EndoC-βH3 cells were treated with IFNα (2000 u/ml) for 24 h, followed by staining with C_12_FDG (33 μM) and HLA-I antibody and similar FACS analysis.

### Western blot

Cells were lysed with cell lysis buffer: 20 mM Tris–EDTA (pH 7.5), 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1% Triton X 100, 0.1% SDS, 0.5% sodium deoxycholate, 50 mM NaF, 5 mM β glycerol phosphate, 1 mM Na_3_VO_4_, 5% glycerol, 2 mM PMSF, protease inhibitory cocktail (Merck, #11836153001), and phosphatase inhibitory cocktail (Sigma). Western blot analysis was conducted using standard procedures. The anti phospho-STAT1 (CST, #9167), and total STAT1 (Abcam, #ab47425) antibodies were used.

### Gene overexpression and silencing

For p16 overexpression, senescent and non-senescent EndoC-βH3 cells were infected with a lentivirus expressing the human p16 (pLV-hCDKN2A-GFP-Puro, Vector Builder) or a control GFP expressing lentiviral vector (pRRL-GFP) in the presence of polybrene (1 μg/ml) for 24 h. For shRNA-mediated silencing, senescent and non-senescent cells were infected with pLKO-puro lentiviruses carrying an shRNA against cGAS (Sigma, clone: #TRCN0000149984) or a control scrambled shRNA, in presence of polybrene, as above. After 72 h of infection, RNA from the overexpression or shRNA infected cells was collected. CRISPR-mediated excision of the CTCF binding locus was done using a single-step dual guide system (34). We used Cas-Designer (http://www.rgenome.net/cas-designer/) to design guide RNAs for targeting specific regions (Supplementary Table S6). A pair of guide RNAs separated by the sgRNA scaffold and H1 promoter were cloned using the pScaffold-H1 vector (plasmid #118152, Addgene) and then introduced into the lenti-CRISPRv2 blast vector carrying Cas9 (#83480, Addgene). EndoC-βH3 cells were infected with lenti-CRISPRv2 in the presence of polybrene (1 μg/ml) for 24 h and selected with blasticidin (20 μg/ml). The selected cells were used for senescence induction. Genome editing efficiencies were estimated by sequencing and PCR. All lentiviruses were prepared in 293T cells using the packaging vectors pCMVΔR8.2 and pMD2.G.

### RNA extraction, qRT-PCR and transcriptome profiling

Total RNA from EndoC-βH3 cells was extracted in TRI reagent (Sigma) and isolated by an RNA isolation kit (Zymo Research). RNA concentration was measured using EzDrop 1000 micro volume Spectrophotometer (Blue-Ray biotech Corp). cDNA was synthesized using the iScript cDNA synthesis kit (Bio-Rad) as per manufacturer's protocol using 1 μg of total RNA. The qRT-PCR was performed in 10 μl reactions using iTaq Universal SYBR Green Supermix (Bio-Rad) and a BioRAD CFX Real time system in triplicates. PCR cycling conditions are as follows: initial denaturation at 95°C for 20 s, followed by 45 cycles of denaturation at 95°C for 3 s and annealing/extension at 60°C for 30 s, and a final step at 65°C for 5 s, 95°C for 0.50 s. Primers for qRT-PCR are listed in Supplementary Table S6. Relative expression of target genes was determined using ΔCt and normalized to reference gene Ubiquitin C (UBC). For transcriptome profiling, mRNA from senescent and non-senescent cells (*n* = 6 in two independent batches) was extracted and analyzed using CEL-seq2 (35). 3′ cDNA was synthesized and barcoded, followed by RNA synthesis, amplification by *in vitro* transcription, and library generation for paired-end sequencing. Reads were demultiplexed, quality-filtered and trimmed for adapters and poly-A tail using Cutadapt, aligned with the human genome (HSA GRCh38), and counted using Salmon v0.13.1. Differential gene expression was analyzed using DESeq2 with batch correction, and gene-set enrichment calculations were done using Metascape. The E2F and p53 target genes were obtained from the Hallmark dataset in the MsigDB database. The PDX1 and MAF target genes were defined as the nearest genes bound by these proteins in human islets in previous reports (36). The list of IFN-stimulated genes (ISGs) was obtained from Schoggins *et al.* (37).

### ChIP-seq

ChIP-seq was first conducted for several chromatin modifications using multiplexed ChIP-seq (MINT-ChIP) (38). 500000 non-senescent and senescent EndoC-βH3 cells (*n* = 4 replicates) were collected and processed following the v2 protocol. Briefly, cells from each sample are lysed and digested to yield fragments of 1–5 nucleosomes. The ends of the DNA fragments were ligated to adaptors containing sample barcodes (#index 1). Barcoded DNA fragments from each sample were pooled and split for separate ChIP reactions with H3K4me3 (Abcam, ab8580), H3K27me3 (Millipore, 07-449), and H3K9me3 (Abcam, ab8898) antibodies. The purified DNA was linearly amplified and barcoded for each antibody (#index 2) to generate the MINT-ChIP library. The library was sequenced as paired-end in an Illumina NextSeq 500 instrument. Sequenced libraries were de-multiplexed using the bcl2fastq program. For non-multiplexed ChIP-seq, 5 million non-senescent and senescent EndoC-βH3 cells (*n* = 3 replicates for H3K27ac and CTCF pulldowns, *n* = 2 replicates for H3K4me1 and Rb pulldowns) were cross-linked with 1% methanol free formaldehyde followed by quenching with glycine 1.25 M. Cross-linked cells were lysed using SDS lysis buffer (0.5% SDS, 50 mM Tris–Cl ph-8.0, 10mM EDTA) containing protease inhibitor cocktail (Roche #4693116001), sonicated and precipitated with the following antibodies: H3K27ac (Active Motif, #39034), H3K4me1 (Abcam, #8895), CTCF (CST, #3418) and Rb (CST, #9313). Sonication was calibrated to yield fragment sizes between 200 and 700 bp. Chromatin-immune complexes were pulled down with magnetic protein G beads (CST, #9006) and sequentially washed with RIPA buffer, LiCl buffer and TE buffer. Chromatin was eluted from the complex using elution buffer (10 mM Tris–Cl pH 8.0, 0.1% SDS, 1 mM EDTA, 150 mM NaCl and 5 mM DTT), and digested with RNase A (Thermo, #EN0531) and proteinase K (Sigma, 3115836001). Cross-linking between DNA and protein was reversed by incubation at 65°C with NaCl. The ChIP DNA and the corresponding input DNA were size-selected using SPRI magnetic beads. Libraries were prepared using the KAPA Hyper Prep kit (Roche) and sequenced to obtain 5 million paired-end reads per sample using the Illumina NextSeq 500 instrument.

### ChIP-seq data processing

The raw fastq files for H3K27ac, H3K4me1, CTCF and Rb ChIP-seq experiments were trimmed and filtered for low-quality reads (Phred score < 20) using Trim galore! a wrapper of Cutadapt. FastQC (quality score > 30) was used for quality control. We aligned fastq files of ChIP-seq and MINT ChIP-seq experiments to the human genome (hg38) using Bowtie2, and further processed them with samtools. Duplicate reads were removed using Picard MarkDuplicates for H3K27ac, and H3K4me1, and using samtools rmdp for Rb. We used HOMER findPeaks to call peaks of H3K4me3, H3K27ac and H3K4me1. 

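In the authors' deposited table the H3K4me3 regions have a median width of 677 bp. Of all regions, 37.1% are exactly 500 bp wide, and the widths range from 346 to 27234 bp. There are 95464 regions on autosomes, 1956 on chromosome X, 124 on chromosome Y and 1 on the mitochondrial genome. All 97545 lie within the chromosome lengths of hg38. Within 2 kb of a transcription start site of a protein-coding gene lay 23103 regions (23.7%), and 74442 lay farther away. The regions near a start site had a median of 19.3 mean normalized counts, against 3.49 for the others, and they held 60.6% of the sum of the mean normalized counts. The median log2 fold change in senescent cells was −0.03 near start sites and 0.31 elsewhere. It fell with the GC content of the region, computed from the hg38 sequence. Across the regions near start sites, Spearman's rho between log2 fold change and GC content was −0.347, and across the others it was −0.244. Regions are not independent replicates, so these values describe the 8 samples compared.

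**Figure D1:**
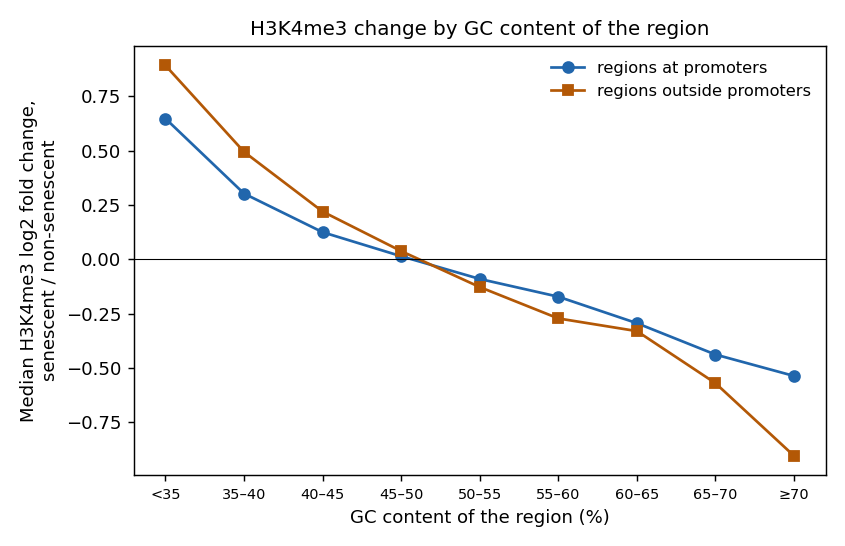
Median H3K4me3 log2 fold change (senescent over non-senescent) of regions grouped by GC content in percent, for regions at promoters (blue circles) and outside promoters (orange squares). Regions at promoters with a GC content below 35% had a median of 0.65, and those from 65 to 70% had a median of −0.44.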

Peaks of H3K27ac and H3K4me1 were identified relative to corresponding input controls. We used SICER to identify broad peaks of the repressive marks H3K27me3 and H3K9me3. We used MACS2 to identify peaks of CTCF and Rb, with the parameters for CTCF: –format BAMPE –SPMR -B -q 0.01; and the parameters for Rb: –format BAMPE –SPMR -t ‘senescence’ -c ‘non-senescence’ -B -p 0.01. CTCF peaks were identified relative to matched input controls, and senescence-specific Rb peaks were identified by comparison to matched non-senescent samples. All CTCF peaks were filtered for the presence of the CTCF binding motif (JASPAR 2018 MA0139.1) identified by FIMO(MEME), *P*_adj_ <0.05. The differential binding of H3K27ac and CTCF (motif-enriched peaks) was analyzed by DESeq2 from raw read counts of peaks. Coverage tracks were generated by deeptools bamCoverage, with size factors for CTCF and H3K27ac derived from DESeq2. The coverage tracking of Rb ChIP-seq was done relative to corresponding input controls using the deeptools bamCompare function. HOMER findMotifsGenome was used for motif enrichments of H3K27ac binding regions in enhancers and promoters (DESeq2 *P*_adj_ < 0.05, fold change 1.5).

### ATAC-seq

We used an ATAC-seq kit (Active Motif, #cat 53150) to prepare libraries from 100 000 non-senescent and senescent EndoC-βH3 cells (*n* = 3 replicates). Cells were lysed in ice-cold ATAC lysis buffer, and the collected nuclei were resuspended in tagmentation master mix containing Tn5 transposon and incubated at 37°C for 30 min. The tagmented DNA was purified and used for library preparation using indexed primers. Raw paired-end sequence reads were generated by Illumina Nextseq 500, obtaining 40–80 million mapped and filtered reads per sample. The fastq files were trimmed and filtered for low quality reads (Phred score < 20) using Trim galore! powered by Cutadapt with the following parameters (-q 20 –length 20 –paired). Overall data quality and trimming were checked using FastQC. The paired-end reads were aligned to the hg38 human reference genome using Bowtie2 with the following parameters: -X 2000 –qc-filter –fr –mm, resulting in a high alignment rate (>97%). The mapped reads were sorted and indexed using samtools. Reads aligned to mitochondrial DNA were filtered out. Duplicate reads were removed using Picard MarkDuplicates. All mapped reads were shifted by +4 bp and –5 bp for ‘+’ strand and ‘–’ strand, respectively using deeptools alignmentSieve –ATACshift, because of the Tn5 dimer binding and adaptor insertion. These final aligned, filtered (mitochondrial reads), de-duplicated, and shifted BAM files were then used in all downstream analyses except for transcription factor footprint analysis. The sorted BAM files (filtered and shifted) were used for MACS2 peak calling with a threshold of FDR-corrected *P* (*q*) < 0.01 using the Benjamini–Hochberg procedure for multiple-hypothesis correction, with the following parameters (–nomodel –call-summits –keep-dup all –format BAMPE -q 0.01 –SPMR -B -g hs). The read counts under union of ATAC-seq peaks were scored using bedtools multicov for differential chromatin accessibility. We identified differential accessible regions using DESeq2 (*P*_adj_ < 0.05, fold change > 1.5). Coverage files (bigwig) were generated using DESeq2 size factors and the deeptools bamCoverage function with the parameters: normalizeUsing = RPKM, effectiveGenomeSize = 2913022398, binSize = 10 and scaleFactor = 1/DESeq2 size factor. Transcription factor footprint analysis of ATAC-seq data was conducted using TOBIAS (39).

### Promoter and enhancer analysis

Transcription start site (TSS) coordinates and the corresponding gene symbols (GRCh38) were downloaded from the UCSC genome browser. The combination of all three active signals: H3K27ac signals, ATAC-seq signals and H3K4me3 signals spanning ±2 kb of TSS were used to determine active promoters. 

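For H3K4me3, each protein-coding gene of GENCODE release 44 was linked to the regions that overlap 2 kb on either side of any of its transcription start sites. The region with the highest mean normalized count was taken as the value of the promoter. Of 20020 protein-coding genes, 15085 had such a region and 14765 had one with an adjusted p-value. Neighbouring genes can share a region, and 3937 genes did, so the 14765 promoters stand for 12690 distinct regions. At these promoters the median of the mean normalized counts was 50.5, and the median of the authors' standard errors of the log2 fold change was 0.25. An adjusted p-value under 0.05 needed a log2 fold change of at least 3.44 standard errors. An estimate of exactly 1.5-fold would have passed this limit at 2230 of the tested promoters (15.1%), and an estimate of exactly 2-fold at 62.4%. Smaller changes at the other promoters were therefore not detectable at this precision.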

Genomic loci with overlapping H3K4me1 and H3K27ac signals located outside of promoters were defined as enhancers. Active enhancer coordinates of human islets were obtained from published studies (34,40). Enhancers were linked to the nearest genes by ChIPseeker.

## Results

### p16^high^ human beta cells co-express a senescence signature and genes associated with functional maturation

The expression of p16 in beta cells of adult humans has been reported in several studies (17,20–22,41). However, a characterization of the traits associated with p16 expression in beta cells, and a clear association of p16 with senescence of these cells, is lacking. Consistent with these previous studies, staining for p16 of pancreatic sections of adult human subjects, together with Insulin to mark beta cells, revealed the presence of p16-positive beta cells in islets (Figure 1A and Supplementary Table S1). We noted that a range of p16 staining intensities was observed across beta cells; we therefore scored cells expressing the top 20% level of p16 as p16^high^, the bottom 20% as p16^neg^, and the remainder as p16^low^ (Figure 1B). Adults older than 38 years, had, on average, a higher percentage of p16^high^ beta cells (25.1%) than subjects younger than 28 years of age (6.3%), consistent with the association of p16 with age (Figure 1C).

**Figure 1.**
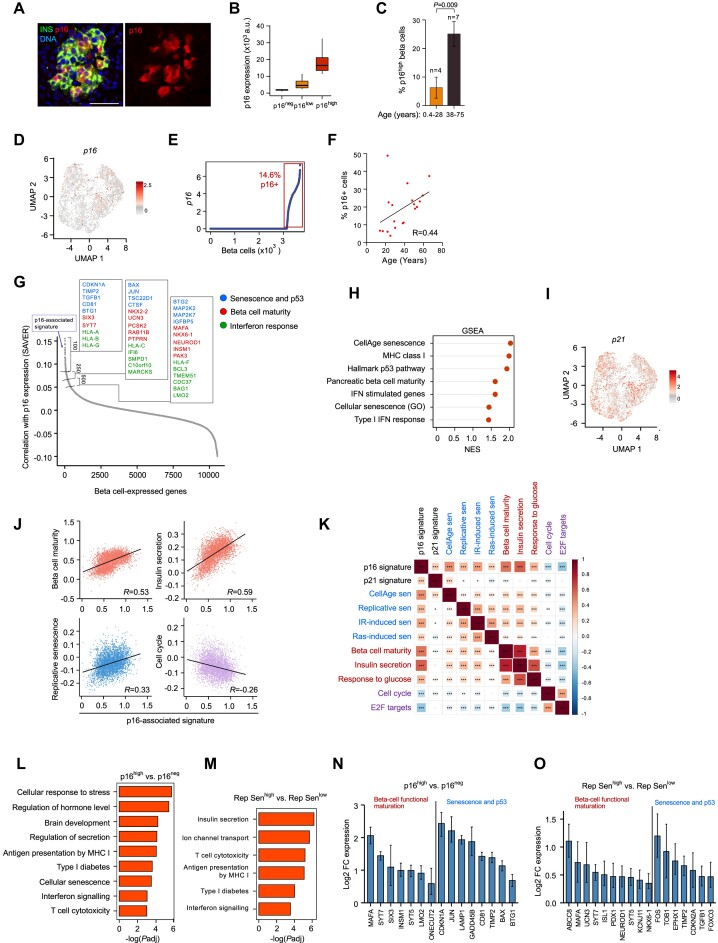
p16^high^ beta cells express genes associated with senescence and functional maturity. (**A**) Pancreatic islets from adult human subject stained for Insulin (INS) marking beta cells, and for p16. Blue (DAPI) marks DNA. Scale bar = 50 μm. (**B**) p16 protein levels in individual beta cells from 5 adult human subjects measured by image analysis of stained sections. Cells are divided into p16^neg^ (bottom 20th percentile) *n* = 804, p16^low^ (20–80th percentile) *n* = 2410, and p16^high^ (top 20th percentile) *n* = 804. y axis fluorescence intensity values represent arbitrary units (a.u.). (**C**) Percentage of p16^high^ beta cells detected in 11 human subjects, divided into age groups as indicated. *t* test. (**D**) UMAP of 3679 single pancreatic beta cells from 31 human subjects included in the analyzed scRNA-seq dataset, showing expression levels of the senescence marker gene *p16* (*CDKN2A*). (**E**) p16 mRNA levels in the same cells, sorted by transcript levels. Values represent log_2_((counts per million/10) + 1). Red rectangle marks cells in which the p16 transcript was detected. (**F**) Percentage of cells with detected p16 transcript expression in patients with known ages in the datasets shown in panel 1D, and in Supplementary Figure S2A. *n* = 19, non-diabetic subjects. *R* indicates Pearson correlation value. (**G**) Plot of all protein-coding genes expressed in beta cells (dots) ranked by the degree of the correlation of their expression levels to p16 across analyzed beta cells, calculated by SAVER. Left brackets indicate the top 100 most correlated genes, defined as the p16-associated signature, as well as the top 250 and top 500 ranked genes. Boxes show representative genes from enriched gene sets, labeled by color. (**H**) Gene-set enrichment analysis (GSEA) of genes ranked by their correlation to p16 expression across cells. x axis indicates normalized enrichment scores (NES) of gene sets in positively correlated genes (*P*_adj_ ≤ 0.1). (**I**) UMAP of the pancreatic beta cells showing expression levels of *p21* (*CDKN1A*). (**J**) Plots indicating the expression score of the p16-associated signature (x axis) in individual beta cells (dots) relative to scores of other indicated gene signatures in the same cells. *R* values indicate Pearson correlation between the signatures across cells. *P*< 10^−55^ for all correlations. (**K**) Matrix of Pearson correlation values between expression scores of indicated gene signatures (as individually plotted in panel J). Matrix colors indicate *R* values as in scale on right. Asterisks indicate *P* values of correlations: *P< 0.05, **P< 0.005, ***P< 0.0005. Gene sets associated with senescence are labeled in blue (IR = ionizing radiation, sen = senescence), gene sets associated with beta cell functional maturation are labelled in red, and gene sets associated with the cell cycle are labelled in purple. (**L**) Upregulated gene sets in p16^high^ relative to p16^neg^ beta cells (top and bottom 30th percentiles, respectively, as defined by SAVER, *n* = 714 each). x axis indicates –log(*P*adj), hypergeometric test (Metascape). (**M**) Upregulated gene sets in cells expressing high levels of the replicative senescence signature (Rep Sen^high^) relative to cell expressing low levels of this signature (Rep Sen^low^, top and bottom 30th percentiles, respectively, *n* = 714). (**N**, **O**) mRNA levels of indicated beta-cell functional maturation genes (left) and senescence and p53-target genes (right) in p16^high^ vs p16^neg^ beta cells (N) and in Rep Sen^high^ versus Rep Sen^low^ beta cells (O). Cells of non-diabetic individuals are included. Values indicate mean of log_2_ fold-change (FC) of senescent versus non-senescent, *P*_adj_ < 0.05 for all comparisons. Error bars indicate 95% confidence interval.

Next, we investigated whether beta cells expressing p16 can be identified in single-cell transcriptomes of adult human pancreata, and set out to characterize the gene expression patterns of such cells. To do this, we analyzed a previously integrated dataset (26) that is comprised of five published scRNA-seq sets from pancreatic islets of 31 adult donors (Supplementary Table S2) (42–46). The dataset includes 14892 individual pancreatic islet cells, of which we identified 3679 beta cells, forming a distinct UMAP cluster of cells expressing the insulin (*INS*) transcript (Supplementary Figure S1A, B).

Among beta cells, expression of the p16 transcript was detected in 14.6% of cells across subjects (Figure 1D,E, Supplementary Figure S1C and Supplementary Table S2). We observed a positive correlation between the percentage of p16-expressing beta cells and age, in a subset of patients whose age was known (Figure 1F and Supplementary Table S2). Three of the original studies comprising the combined dataset included T2D patients (44–46), a total of 8 samples, and the percentage of p16-expressing beta cells was not significantly higher in these samples than in non-diabetic subjects, suggesting that larger patient sample numbers are required for this analysis (Supplementary Figure S1D).

To uncover the gene expression program associated with p16, we calculated the correlation between p16 transcript levels and levels of all other expressed protein-coding genes across individual beta cells. The lower detection rates of the p16 transcript in the scRNA-seq dataset relative to the antibody stain is consistent with previous work indicating that p16 produces a transcript that, in addition to being short, is expressed in low levels yet is very stable (47). Its detection by scRNA-seq methods is, therefore, likely partial. To address this problem and increase the accuracy of the calculation of gene expression correlation to p16, we used the SAVER expression recovery method, which applies imputation to overcome partial gene transcript capture in scRNA-seq datasets (28). Using this method, we ranked all expressed genes based on their correlation of expression with p16 across individual beta cells (Figure 1G and Supplementary Table S3), and conducted gene set enrichment analysis (GSEA) based on this ranking. This analysis revealed that genes positively correlated with p16 are enriched for sets associated with senescence and p53 activation, supporting the notion that cells with high p16 levels are in a state of senescence (Figure 1G, H). Consistent with this, p21, another central senescence marker, was among the top genes whose expression correlated with p16 (Figure 1G and Supplementary Table S3), although it was expressed in a larger proportion of beta cells (64%), suggesting lower specificity (Figure 1I). We found that gene sets associated with beta-cell identity and maturation were enriched among genes correlating with p16, and these included master beta cell regulators such as MAFA, NKX6.1 and SIX3 (Figure 1G,H and Supplementary Table S4). This finding suggests enhanced maturity and function of human p16-expressing beta cells, consistent with our and others’ previous observations (17,48).

In order to establish a robust gene signature that would increase the detection of senescent beta cells, we defined the 100 genes most correlated with p16 as a ‘p16-associated signature’ (Figure 1G and Supplementary Table S5). We calculated the expression score of this gene signature for each beta cell, and, similarly, calculated for each cell the expression scores of additional senescence and beta-cell identity-related gene signatures (Supplementary Table S5). Expression scores represent the average expression of genes in each signature (normalized to matched control signatures). We then tested the degree of correlation between different signatures in their expression across individual beta cells. We found that the expression of the p16-associated signature in individual cells was positively correlated with the expression of beta-cell identity and function-associated signatures, including signatures of beta cell maturity, insulin secretion, and response to glucose (Figure 1J, K). The p16-associated signature was negatively correlated with cell-cycle gene signatures, and was positively correlated with the expression of several senescence signatures, derived previously from fibroblasts undergoing replicative senescence, Ras-induced senescence, or ionizing radiation-induced senescence (49), as well as the CellAge senescence signature (50) (Figure 1J, K). These externally obtained senescence signatures also showed a positive correlation with the beta cell functional gene sets (Figure 1K). These findings indicate that p16 and its associated signature indeed mark beta cells that are senescent, and that beta cell senescence goes hand in hand with increased expression of functional maturation genes.

Signatures comprised of the top 250 or top 500 most correlated genes with p16 gave similar correlations (Supplementary Figure S1E), indicating that these findings are not reflective an arbitrary cutoff choice. Interestingly, a signature comprised of the top 100 genes most correlated to p21 expression, showed poor correlation to signatures of senescence, beta cell functional maturation, or cell cycle (Figure 1K). p21, therefore, although correlated with p16, appears to be expressed more broadly in human beta cells and is less specific as a beta cell senescence marker.

We further validated these results by identifying differentially-expressed genes whose expression was significantly elevated when comparing p16^high^ beta cells to p16^low^ cells, based on the SAVER p16 expression ranking (top and bottom 30^th^ percentile, respectively) (Supplementary Figure S1F, G). We also identified differentially-expressed genes between beta cells with high versus low levels of the replicative senescence gene signature. Both comparisons indicated that the senescent beta cells express elevated levels of genes associated with beta cell differentiation and function, cell senescence and stress (Figure 1L–O). The genes encoding the beta-cell transcriptional regulators *MAFA, SIX3, INSM1*, as well as functional genes such as *KCNJ11* and *UCN3*, were elevated in the senescent beta cells (Figure 1N, O).

We next tested whether these findings are upheld in an independent scRNA-Seq dataset. We analyzed the transcriptomes of 10787 individual beta cells from five subjects, sequenced by 10x Genomics (27). The analysis validated the findings observed in the dataset above. p16 expression was detected in 20.3% of beta cells, and genes whose expression correlated with p16 were enriched for senescence-associated gene sets, as well as beta cell identity gene sets (Supplementary Figure S2). This analysis indicates that our findings in the original compendium hold across datasets and different sequencing methods.

Together these findings indicate that adult humans carry a substantial subset of p16 ^high^ beta cells which display features of senescence, and express elevated levels of genes associated with beta cell functional maturation.

### Senescent beta cells express elevated levels of interferon-response genes, but not a canonical SASP

Among the genes whose expression correlated positively with p16 in the scRNA-seq datasets were genes associated with the Interferon pathway, most prominently genes involved in MHC class I antigen presentation (HLA-I genes) (Figure 1G,H,L,M). This suggested that senescent beta cells possess elevated IFN pathway activity and antigen presentation, a phenomenon previously described in senescent fibroblasts and tumor cells (51–53) but not in the pancreas. Signatures of Interferon-response genes were positively correlated with the p16-associated signature, as well as with other senescence signatures, and were elevated in p16^high^ cells (Figure 2A–C and Supplementary Figure S2B,D-F). Among the elevated interferon-response genes in the senescent beta cells were genes encoding core components of HLA presentation (HLA-encoding genes, B2M and TAPBP), as well as antiviral effectors IFITM3 and IFI6 (Figure 2D, E and Supplementary Figure S2G).

**Figure 2.**
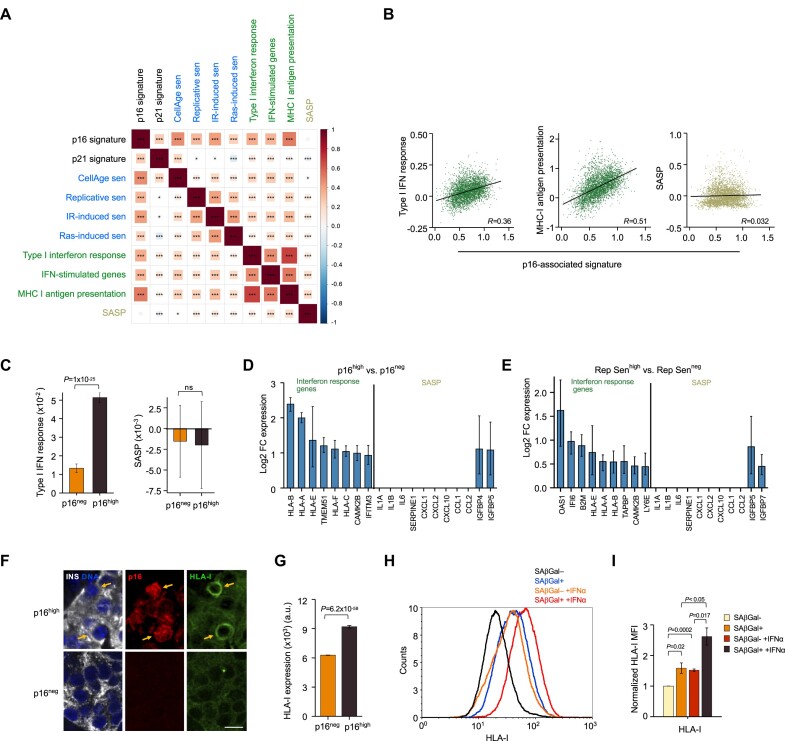
p16^high^ beta cells express elevated levels of interferon-response genes but no SASP. (**A**) Matrix of Pearson correlation values between expression scores of indicated gene signatures in individual beta cells (as analyzed in Figure 1K). Gene sets associated with senescence are labeled in blue, gene sets associated with the interferon response are labelled in green. (**B**) Plots indicating the expression score of the p16-associated signature (x axis) in individual beta cells (dots) relative to scores of other indicated gene signatures in the same cells. *R* values indicate Pearson correlation between the signatures across cells. *P*< 10^−110^ for all correlations, except *P*= 0.05 for the SASP signature. (**C**) Average scores of the IFN-response and SASP signatures in p16^high^ versus p16^neg^ cells. (D, E) mRNA levels of indicated interferon response (left) and SASP genes (right) in p16^high^ versus p16^neg^ beta cells (**D**) and in Rep Sen^high^ versus Rep Sen^low^ beta cells (**E**). Cells of non-diabetic individuals are included. Values indicate mean of log_2_ fold-change (FC) of senescent versus non-senescent. *P*_adj_ < 0.05 for all comparisons. Error bars indicate 95% confidence interval. (**F**) Pancreatic islets from adult human subject stained for Insulin (INS) marking beta cells, for p16, and for HLA-I. Blue (DAPI) marks DNA. Arrows indicate p16^high^ cells. Scale bar = 10 μm. (**G**) HLA-I protein levels in individual beta cells in p16^neg^ and p16^high^ measured by image analysis of stained sections. *n* = 907 per group, from seven subjects. *t* test. (**H**) FACS analysis of dissociated human islet cells obtained live from adult human donor, stained for ENTPD3 marking beta cells, SA-βGal marking senescence, and HLA-I. Plots include only beta cells. Blue and black lines indicate HLA-I levels in the SA-βGal^+^ versus the SA-βGal^–^ cell fraction in the same islets; red and orange lines indicate levels in the same cell fractions in islets treated with IFNα for 24 h. (**I**) Average HLA-I levels in senescent and non-senescent beta cells in human islets obtained from three adult human donors, treated with IFNα for 24 h or untreated, as shown in panel H. Values indicate mean fluorescent intensity (MFI) of samples, normalized to non-senescent untreated cells, ±SEM, *t* test.

In contrast, we did not find evidence for SASP activation in the senescent beta cells. A signature comprised of SASP-encoding genes was not correlated with the p16-associated signature or other senescence signatures across individual beta cells, and was not elevated in the senescent beta cells (Figure 2A-C). Expression of genes encoding most SASP cytokines, including *IL1A*, *IL1B*, *IL6* and *CXCL1*, was low to undetectable in most beta cells, and was not elevated in the senescent cell fraction (Figure 2D, E and Supplementary Figure S2F, G). These results indicate that p16^high^ senescent beta cells in human adults do not express a canonical proinflammatory SASP.

We next sought to test whether increased HLA-I protein expression can be observed in senescent beta cells in samples from human subjects. To do this, we co-stained sections of adult human islets with p16 and an antibody against HLA-I proteins (HLA-A,B,C). Image analysis showed that mean HLA-I expression levels were higher in p16^high^ beta cells than in p16^neg^ beta cells (Figure 2F, G). We further verified this finding in live islets isolated from cadavers of human adults (non-diabetic). Dissociated islets from three subjects (Supplementary Table S1) were co-stained for the beta cell marker ENTPD3, the senescence marker SA-βGal, and HLA-I. Strikingly, the SA-βGal^+^ beta cell fraction showed higher levels of HLA-I expression (Figure 2H,I). Furthermore, analysis of islets from the same samples, which were treated with IFNα for 24 h prior to the dissociation and staining, revealed that HLA-I levels were increased in the senescent beta cells to a higher level than in the non-senescent beta cells (Figure 2H, I). Together these results indicate that senescent beta cells do not express a substantial proinflammatory SASP as previously suggested, but display increased levels of HLA-I and other interferon-response genes.

### Senescence of cultured human beta-like cells leads to enhanced GSIS and elevation of functional maturation genes

The presence of p16^high^ senescent beta cells in human subjects, and their gene expression characteristics uncovered above, supported the hypothesis that senescence modulates beta cell function by reprogramming transcriptional regulation. This called for a detailed dissection of the molecular events occurring upon activation of human beta-cell senescence. The EndoC-βH3 cell line is a unique culture model of human beta cells (32). These cells, derived from a fetal human pancreas, were immortalized through the expression of hTERT and the SV40 Large-T-antigen, which binds and inhibits p53 and Rb (Supplementary Figure S3A). The cells display beta-cell traits and a low proliferation rate. Upon CreER-mediated excision of the immortalizing transgenes, p53 and Rb are released from T-antigen inhibition and, consequently, the cells enter a state of senescence within three weeks (Figure 3A, B), and acquire mature beta-cell function: increased expression of insulin and GSIS capacity (17,32) (Figure 3A, C). This system therefore provides an excellent experimental platform to study causal links between senescence and functional maturation.

**Figure 3.**
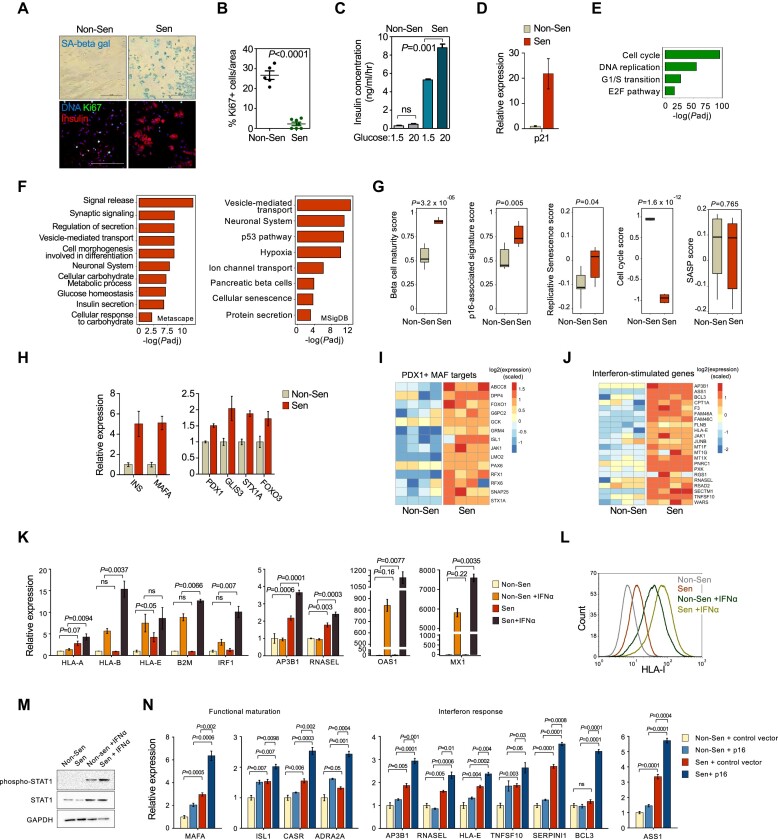
Senescence of cultured human beta-like cells induces functional maturation genes and increases interferon responsiveness. (**A**) EndoC-βH3 cells with or without CreER activation (non-Sen and Sen, respectively) stained for the senescence marker SA-βGal (top, blue) or for Insulin (bottom, red) and the proliferation marker Ki67 (green). Scale bar = 100 μm. (**B**) Percentage of Ki67+ non-senescent and senescent EndoC-βH3 cells stained as in (A). Mean of *n* = 6 replicates ± SEM, *t* test. (**C**) Glucose-stimulated insulin secretion (GSIS) of non-senescent and senescent EndoC-βH3 cells. Insulin levels in medium were measured by ELISA in cells exposed to low (1.5 mM) or high (20 mM) glucose levels. Mean of *n* = 3 replicates ± SEM, *t* test. (**D**) Levels of *p21* mRNA in senescent and non-senescent cells as measured by mRNA-seq. Mean of *n* = 6 replicates ± SEM *P*_adj_ < 0.001, DESeq2. (**E**) Gene sets downregulated in senescent EndoC-βH3 cells. x axis indicates log(*P*_adj_) (Metascape). (**F**) Gene sets upregulated in senescent EndoC-βH3 cells, measured by mRNA-seq, calculated by Metascape (left) or by MSigDB (right). (**G**) Scores of indicated signatures in non-senescent and senescent EndoC-βH3 cells. Boxes indicate interquartile values with indicated median of *n* = 6 replicates, *t* test. (**H**) Relative mRNA levels of indicated genes in non-senescent and senescent EndoC-βH3 cells measured by mRNA-seq. Mean of *n* = 6 replicates ± SEM, *P*_adj_ < 0.001 for all comparisons, DESeq2. (I, J) Heat maps representing scaled log2 expression levels of PDX1 and MAF target genes (**I**) and of interferon-stimulate genes (**J**) in non-senescent and senescent EndoC-βH3 cells (*n* = 4 replicates). (**K**) mRNA levels of indicated interferon-stimulated genes in non-senescent and senescent EndoC-βH3 cells untreated or treated with IFNα, measured by qRT-PCR. Mean of *n* = 3 experimental repeats ± SEM, normalized to untreated non-senescent cells, *t* test. (**L**) FACS analysis HLA-I levels in non-senescent and senescent EndoC-βH3 cells, untreated or treated with IFNα for 24 h. (**M**) Western blot of phospho-STAT1 and total STAT1 levels in non-senescent and senescent EndoC-βH3 cells, untreated or treated with IFNα for 24 h. GAPDH serves as loading control. (**N**) mRNA levels of indicated functional maturation and interferon-stimulated genes in non-senescent and senescent EndoC-βH3 cells expressing a control vector or a p16 overexpression vector, measured by qRT-PCR. Mean of *n* = 3 experimental repeats ± SEM, normalized to control non-senescent cells, *t* test.

To uncover the molecular basis for this link, we first profiled the transcriptome of non-senescent and senescent EndoC-βH3 cells by mRNA-seq. This revealed a large number of differentially-expressed genes: 1647 upregulated and 1745 downregulated (*P*_adj_ < 0.1, fold change > 1.5). The expected activation of p53 upon excision of hTERT and Large T-antigen in the senescent cells was evident through upregulation of p53 target genes, including p21 (Figure 3D and Supplementary Figure S3B), while Rb activation was evident through silencing of E2F targets and cell cycle genes, and increased Rb protein binding to chromatin (Figure 3E and Supplementary Figure S3C, D). p16 protein levels also increased upon Cre activation, with variable levels across individual cells (Supplementary Figure S3E–G). We found that upregulated genes in the senescent EndoC-βH3 cells mirrored those found in the human p16^high^ beta cells *in vivo*, namely gene sets associated with senescence, together with gene sets associated with beta cell functional maturation, including vesicle transport, insulin secretion, glucose homeostasis, carbohydrate metabolism, and neural-like differentiation genes (Figure 3F). The beta-cell maturity signature score was, accordingly, increased in the senescent cells, as were the p16-associated signature derived from the scRNA-seq data, and the replicative senescence signature (Figure 3G and Supplementary Figure S3H). Among the elevated genes were those encoding key regulators of beta-cell identity – *MAFA*, *PDX1* and *GLIS3*, and the insulin-encoding *INS* transcript, which rose ∼4-fold (Figure 3H), as well as previously described direct transcriptional targets of PDX1 and MAF family proteins in human islets (36) (Figure 3I).

A subset of Interferon-response genes was also elevated in the senescent EndoC-βH3 cells, including *HLA-A*, *HLA-E*, *RNASEL*, *AP3B* and others (Figure 3J,K). An elevation in some HLA class II genes was also observed, although their expression was low (Supplementary Figure S3I and data not shown). Treatment of the cells with IFNα revealed that interferon-stimulated genes (ISGs) were induced to a higher level in the senescent cells, and this was observed also in genes that were not elevated in unstimulated cells, such as *HLA-B*, *B2M*, *IRF1*, *OAS1* and *MX1* (Figure 3K). FACS analysis showed that HLA-I protein levels were elevated in the senescent cells, and were induced to a higher level in the senescent cells following IFNα treatment (Figure 3L), similar to our observation in human donor-derived islets (Figure 2H, I). Levels of phosphorylated STAT1, which mediates interferon stimulation, were also elevated in the senescent cells following IFNα treatment relative to non-senescent cells (Figure 3M). These results indicate that beta cell senescence involves an increase in baseline expression of some interferon-response genes, and an increased responsiveness to interferon stimulation, consistent with our observations in the scRNA-seq data and human samples. We did not detect an elevation in the expression of the SASP signature or individual SASP factors in the senescent cells (Figures 3G and S3J).

To test whether p16 itself contributes to the gene expression changes associated with EndoC-βH3 senescence, we infected the cells with a lentivirus overexpressing p16. The p16-overexpressing senescent cells showed higher levels of functional genes, such as *MAFA* and *ISL1*, as well as of IFN-response genes, illustrating that p16 levels drive the senescence-associated phenotypes (Figure 3N). In previous work, we showed that silencing of p16 in senescent EndoC-βH2 cells reduces their GSIS function and other senescence features (17). This indicates that p16 activity promotes beta cell senescence-associated features.

Together, these findings establish that the EndoC-βH3 system is faithful to human senescent beta cells, and demonstrate that activation of functional genes, as well as a heightened interferon response, are inherent to human beta cell senescence, whereas SASP activation is not an obligate feature of this state.

### Senescence causes deactivation of cell-cycle gene promoters and activation of functional gene enhancers

Senescence typically involves the reprogramming of chromatin structure to produce a new functional state, a process that takes place over several days (4). Consistent with chromatin rearrangement in senescent beta cells, staining of senescent and control EndoC-βH3 cells revealed a striking spatial reorganization of the distribution of the repressive chromatin marks H3K27me3 and H3K9me3 in the nucleus (Figure 4A, B). As shown previously for senescent fibroblasts (54), these marks were organized in large foci in the senescent EndoC-βH3 cells, as opposed to a more uniform distribution in control cells.

**Figure 4.**
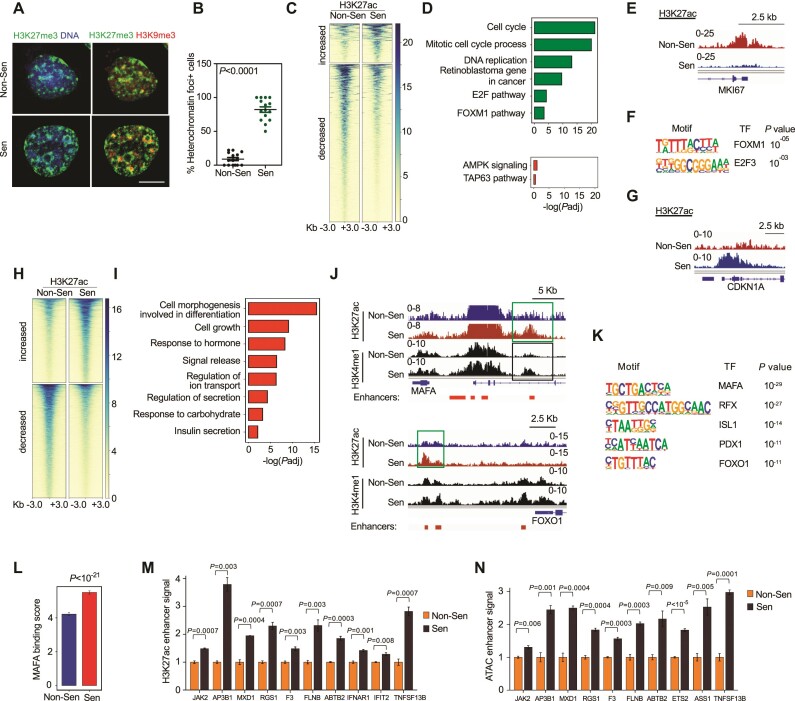
Enhancers of functional maturation and interferon-response genes are activated in senescent beta-like cells. (**A**) Staining of heterochromatin marks H3K27me3 (green) and H3K9me3 (red) in representative non-senescent and senescent EndoC-βH3 cell nuclei. Note heterochromatic foci in the senescent nucleus. Scale bar = 5 μm. (**B**) Percentage of cells containing heterochromatic foci per microscopic field in non-senescent and senescent EndoC-βH3 cells. Mean of *n* = 15 microscopic fields ± SEM, *t* test. (**C**) Binding levels of H3K27ac in gene promoters (rows) showing increased (top, *n* = 232) or decreased (bottom, *n* = 940) levels in senescent EndoC-βH3 cells (fold change > 1.5, *P*_adj_ < 0.05). Shown are promoters in which all three activation markers – H3K27ac, H3K4me3 and ATAC-Seq accessibility – were changed. Panels show 6 kb regions spanning the transcription start sites (TSS). Color scale indicates coverage of H3K27ac binding. (**D**) Gene sets enriched among gene promoters with reduced (green, top) or increased (red, bottom) activation markers in senescent cells (Metascape). (**E**) ChIP-seq traces showing H3K27ac binding on promoter of the *MKI67* cell-cycle gene in non-senescent and senescent cells. y axis shows scaled cumulative read counts. (**F**) Transcription factor binding motifs enriched in promoters with reduced H3K27ac binding in senescent cells. (**G**) ChIP-seq traces showing H3K27ac binding on the promoter of the senescence gene *CDKN1A* (*p21*) in non-senescent and senescent cells. (**H**) Binding levels of H3K27ac in gene enhancers (rows) showing increased (top) or decreased (bottom) levels upon senescence of EndoC-βH3 cells (fold change > 1.5, *P*_adj_ < 0.05). (**I**) Gene sets enriched among gene enhancers with increased H3K27ac binding in senescent cells (Metascape). (**J**) ChIP-seq traces showing H3K27ac binding on enhancers of beta-cell regulator genes *MAFA*, and *FOXO1*. Bottom marks (red) indicate positions of published enhancer loci (Miguel-Escalada *et al.*). (**K**) Transcription factor binding motifs enriched in enhancers with increased H3K27ac binding in senescent cells. (**L**) Transcription factor footprinting analysis using ATAC-seq data, indicating elevated MAFA binding on active enhancers in senescence. (**M, N**) Relative levels of H3K27ac binding (M) and of accessibility (ATAC-Seq, N) in enhancers of indicated interferon-stimulated genes, in control and senescent cells. Values indicated mean of DESeq2 normalized counts relative to non-senescent controls. *n* = 3, ±SEM, *t* test.

To obtain a molecular view of chromatin state changes in beta cell senescence, we analyzed chromatin accessibility and modifications in control and senescent EndoC-βH3 cells. 

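H3K4me3, a histone mark of active promoters, was measured by MINT-ChIP, a multiplexed ChIP-seq in which barcoded chromatin of all samples is pooled before immunoprecipitation. The comparison covers 4 non-senescent and 4 senescent samples of EndoC-βH3, a human beta cell line, with 500000 cells per sample. Senescence was induced with 4-hydroxytamoxifen for 3 weeks, at 1 μM in the paper and at 1 mM in the sample labels. The authors aligned the reads to the human genome (hg38) with Bowtie2, called H3K4me3 peaks with HOMER and compared the samples with DESeq2. The values used here are that comparison. For each region, the authors' deposited table gives the mean normalized count over the samples, a log2 fold change with its standard error, a p-value and an adjusted p-value. It holds no value per sample, so the depth of each sample is unknown, no sample could be left out, and the spread between replicates enters only through the authors' standard error. The table does not name the direction of the comparison. A positive log2 fold change was read as higher H3K4me3 in senescent cells, because this reading gives lower H3K4me3 at promoters of cell cycle genes and higher H3K4me3 at the beta cell genes ABCC8 and IAPP. The direction of change at these genes therefore does not test the reading, and every other direction depends on it. Not every gene leans with the reading. Among genes with higher mRNA in senescent cells in the paper, CDKN1A (−0.95) and INS (−0.42) were lower under it. PDX1 (0.00) and ISL1 (0.22) were not lower, and none of these was called. The authors' deposited table gives an adjusted p-value for 72959 of its 97545 regions. The other 24586 are the regions of lowest signal, with a mean normalized count of at most 2.26. The median of the mean normalized counts is 4.40, with quartiles of 2.25 and 12.8. Changed regions were taken, as the paper did for promoters, at an adjusted p-value under 0.05 and a fold change over 1.5. By this rule 192 regions had lowered and 627 had raised H3K4me3 in senescent cells. At promoters there were 120 lowered and 118 raised regions, and outside promoters 72 lowered and 509 raised regions.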

We found that a large number of gene promoters showed reduced accessibility and activation marks (H3K4me3 and H3K27ac binding) (940 out of 13519 analyzed), whereas fewer (232) showed a change towards an open active state (*P*_adj_ < 0.05, fold change > 1.5) (Figure 4C and Supplementary Figure S4A, B). 

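H3K4me3 was called lowered at the promoters of 104 genes and raised at the promoters of 74 genes in senescent EndoC-βH3 cells, of 14765 tested. Of the raised genes 61 lie off the mitochondrial genome. The other 13 are mitochondrial, and their reads are background, because mitochondrial DNA carries no histones. The lowered promoters made up 58.4% of those changed (95% Wilson interval 51.1 to 65.4%), the mitochondrial genes included. Genes that share a region are counted separately here. The calls come from 93 lowered and 53 raised distinct regions, and 13 of the raised genes are the mitochondrial genes, which share a single region. The excess of lowered over raised promoters had an exact two-sided binomial p of 0.0294 over genes and of 0.00117 over distinct regions, as a description only, since promoters are not independent replicates. These distinct regions are the strongest of each gene. Among all regions at promoters 120 were lowered and 118 raised, and with the region of smallest p 134 promoters were lowered and 139 raised. The excess therefore depends on the choice of region. At an unadjusted p-value under 0.05 and with no minimum fold change, 1046 promoters were lower and 706 higher in senescent cells. The middle of the distribution lay near no change, with a median log2 fold change of −0.04, quartiles of −0.28 and 0.16, and 5% of promoters below −0.88. These counts depend on where no change is set. Subtracting the median log2 fold change of all regions (0.16) from each value gave 299 lowered and 40 raised promoters. The median change differed by mean signal. In 4 equal groups of regions by mean signal, the weakest had medians of 1.18 outside promoters and 0.64 at promoters, without adjusted p-values. The strongest had −0.02 and −0.04, and held 106 of the 120 lowered and 69 of the 118 raised regions at promoters. Subtracting 0.16 therefore moves the middle of strong promoter regions away from no change. Subtracting instead the median of regions with similar mean signal and GC content, a choice made after the values were seen, gave 60 lowered and 66 raised promoters. Among changed promoters with at least the median mean signal, DUT on chromosome 15 (48332036 to 48333911) had the largest decrease in the authors' deposited table, with a log2 fold change of −1.37 (authors' standard error 0.25, adjusted p-value 5.64e-05). It was followed in the authors' deposited table by HEY2 at −1.15, the region shared by CDCA2 and KCTD9 at −1.14, ZNF831 at −1.03 and the region shared by FAM72B and SRGAP2C at −1.02. The sequence of the FAM72B region occurs about 4 times in the genome. With the region nearest the start site taken instead, KCTD9 (−0.15) was no longer called and SRGAP2C changed direction (1.18). Besides 1.84 in the mitochondrial region, which is background, the largest increases in the authors' deposited table were 1.54 at SELENOP (authors' standard error 0.23, adjusted p-value 1.85e-07), 1.51 at PNMA2, 1.18 at ABCC8 and 1.02 at JOSD1. At PNMA2 the region nearest the start site was not raised (−0.51).

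**Figure D2:**
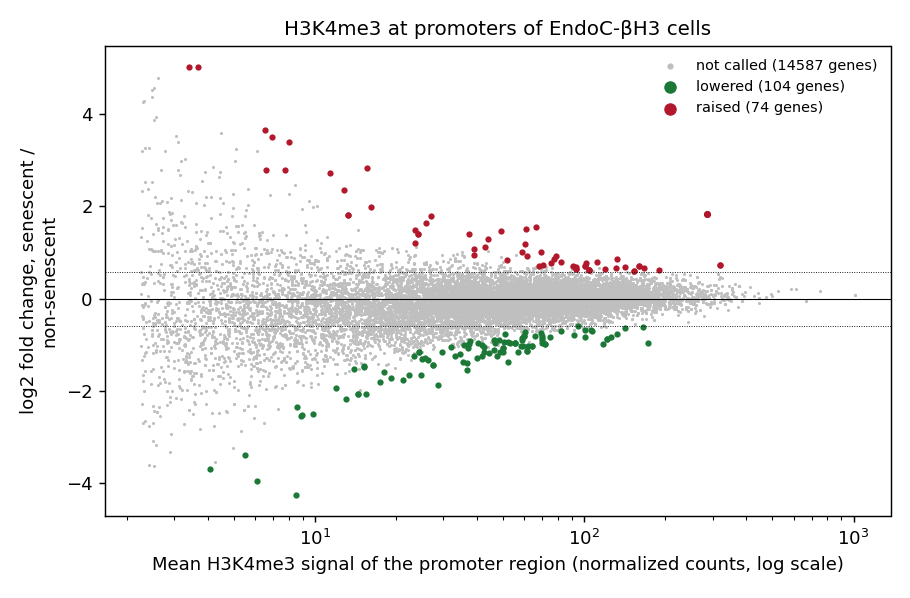
H3K4me3 log2 fold change (senescent over non-senescent) of each tested promoter against its mean normalized count on a log scale. Grey points are promoters not called, green points the 104 lowered and red points the 74 raised genes, 13 of them mitochondrial. Dotted lines mark a 1.5-fold change.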

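The gene lists of Table S5 were tested against the H3K4me3 change at promoters. Each of 15 lists was compared with all tested promoters for over-representation among lowered and among raised promoters (one-sided Fisher's exact test, with Benjamini-Hochberg adjustment over 30 tests). The cell cycle list of 92 genes had 11 lowered promoters where 0.648 were expected, an odds ratio of 21.3 (Fisher's exact p = 4.13e-11, adjusted p = 1.24e-09). The Hallmark E2F target list of 195 genes had 6 lowered promoters where 1.37 were expected, an odds ratio of 4.69 (Fisher's exact p = 0.00255, adjusted p = 0.0383). No promoter of either list was raised, and at an unadjusted p-value under 0.05 there were 0 raised cell cycle promoters and 1 raised E2F target promoter. Adjusted over the list alone, 20 cell cycle and 11 E2F target promoters were lowered. At these limits and with the strongest region of each promoter, the other lists were not over-represented among lowered promoters. The change was broader than the calls, with 82 of the 92 cell cycle promoters and 154 of the 195 E2F target promoters below 0. Median log2 fold changes were −0.34 and −0.18, each below the medians of all 10000 random gene lists of the same size matched on mean signal. The same held for random lists matched on mean signal and GC content. The 2 lists share 45 genes. With the genes shared between the cell cycle, E2F target and p53 lists left out, the E2F target list kept 2 lowered promoters and was no longer over-represented (Fisher's exact test, adjusted p = 0.942). Because the direction of the comparison was read in part from cell cycle promoters, these lists show that the genes moved together, and their sign follows from that reading.

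**Figure D3:**
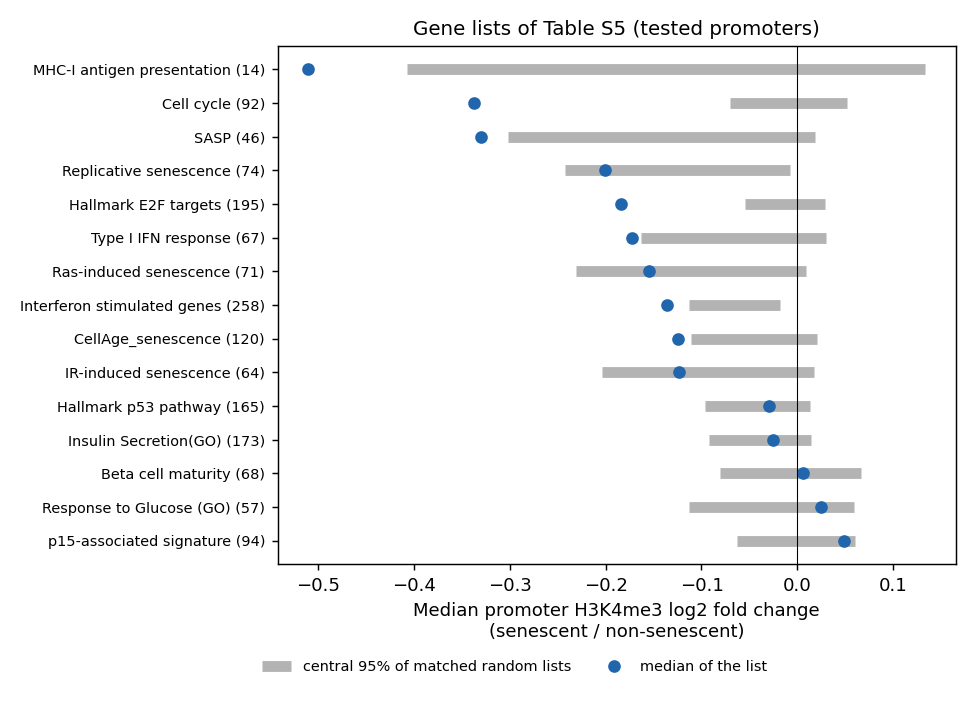
Median promoter H3K4me3 log2 fold change (senescent over non-senescent) of each tested Table S5 list (blue points, number of promoters in parentheses), with the central 95% of random lists matched on mean signal (grey bars). The medians of the cell cycle (−0.34) and E2F target (−0.18) lists lie left of their bars. So do those of the interferon-stimulated, type I interferon, MHC-I antigen presentation, SASP and CellAge lists.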

Enrichment analysis indicated that the deactivated promoters were mostly of cell-cycle-associated genes, often harboring E2F and FOXM1 binding motifs (Figure 4D–F). ChIP-Seq of Rb revealed that, as expected, many of these cell-cycle genes gained Rb binding in the senescent cells (Supplementary Figure S4C). This indicates that upon beta-cell senescence, proliferation genes are widely repressed through reduced chromatin accessibility and activation marks, together with Rb binding of gene promoters. 

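The cell cycle genes with lowered promoter H3K4me3 were ANLN, AURKB, CCNE2, CDCA2, CKAP2L, HJURP, HMGB2, MCM2, NDC80, PCNA and TPX2. In the authors' deposited table their log2 fold changes lie between −1.14 (CDCA2) and −0.62 (TPX2), and NDC80 has the smallest adjusted p-value of these genes (1.08e-04). E2F1 had the region from 33684233 to 33686026 on chromosome 20 with the strongest signal at its promoter. The authors' deposited table gives this region a log2 fold change of −1.81 (authors' standard error 0.45, adjusted p-value 0.0147). The other E2F1 region, which is nearest the start site, had a log2 fold change of −0.21 in the authors' deposited table (adjusted p-value 0.912), so the decrease was not seen across the whole promoter. After subtraction of the median change of regions with the same GC content, a choice made after the values were seen, E2F1 was at −1.51 and no longer called. MKI67, whose promoter region spans 128123393 to 128127725 on chromosome 10, had a log2 fold change of −0.42 in the authors' deposited table (authors' standard error 0.23, adjusted p-value 0.406) and was not called. Its H3K4me3 was therefore lower in direction but within the error of the comparison. From the reduced accessibility and activation marks at these promoters, together with Rb binding, the paper concludes that proliferation genes are widely repressed upon beta-cell senescence.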

Interestingly, the deactivated promoters mostly did not acquire the repressive marks H3K27me3 and H3K9me3 (Supplementary Figure S4D), suggesting that they may be amenable to reactivation, or that a longer period of senescence is required for establishing a fully silenced state.

Among the genes whose promoters showed increased binding of the activation mark H3K27ac in senescent cells was *p21* (*CDKN1A*) (Figure 4G). However, enrichment analyses of the activated promoters did not identify beta cell functional maturation or interferon-response gene sets (Figure 4D). 

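Among the 74 promoters called raised, 13 of them mitochondrial, none of the 15 tested Table S5 lists was over-represented. The beta cell maturity list had 2 raised promoters of 68 tested where 0.341 were expected (Fisher's exact p = 0.0457, adjusted p = 0.342). These were ABCC8 and IAPP, whose sign was also used to read the direction of the comparison. The authors' deposited table gives ABCC8 a log2 fold change of 1.18 (authors' standard error 0.25, adjusted p-value 0.00208) over the region from 17471280 to 17476731 on chromosome 11. This is the strongest of its regions. The weaker ABCC8 regions were at −0.72, −0.20, −0.28 and 1.12, and none of them was called. At IAPP the authors' deposited table gives 3.50 (adjusted p-value 0.0223) from a weak region with a mean normalized count of 6.94. The median log2 fold change of the beta cell maturity list was 0.01, higher than 64.5% of matched random lists. Insulin secretion genes had 2 raised promoters (ABCC8 and PFKFB2) and 1 lowered promoter (GJA1) of 173 tested, and genes of the response to glucose had neither among 57. At an unadjusted p-value under 0.05 and with no minimum fold change, 5 beta cell maturity promoters were higher and 1 lower, 10 insulin secretion promoters higher and 14 lower, 2 glucose response promoters higher and 3 lower, and 8 interferon-stimulated gene promoters higher and 21 lower. Of the 258 interferon-stimulated gene promoters tested, ARG2 and TNFSF10 were raised where 1.29 were expected (Fisher's exact test, adjusted p = 0.872). Another 6 were lowered where 1.82 were expected (Fisher's exact test, adjusted p = 0.0981), MX1 among them. The latter passed an adjusted p of 0.05 with a 1 kb window (0.0217) and with the region of smallest p (0.0350), both by Fisher's exact test, and under no other alternative (up to 1). MX1 had a log2 fold change of −1.23 in the authors' deposited table (adjusted p-value 0.0465) and lost its call when the GC trend was subtracted. The interferon-stimulated genes had a median log2 fold change of −0.14, lower than all but 0.19% of matched random lists. With the list and the random lists limited to promoters of at least the median mean signal, their median was −0.02, at percentile 21.7. The type I interferon response list had 1 lowered promoter and none raised of 67 tested, with 5 lower and 2 higher at an unadjusted p-value under 0.05. Adjusted over the list alone, 2 beta cell maturity, 2 insulin secretion, 0 glucose response, 3 interferon-stimulated and 0 type I interferon promoters were raised.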

We therefore studied changes in accessibility and activation of enhancers upon senescence of beta cells. We identified 14886 and 13076 active enhancers in control and senescent EndoC-βH3 cells, respectively, based on overlapping H3K27ac and H3K4me1 ChIP-seq signals (Supplementary Figure S5A). The majority of these (76%) overlapped with active enhancers previously identified in a comprehensive analysis that defined human islet cell enhancers (34,36). We found that 2458 enhancers showed increased H3K27ac binding, indicating activation, in senescent cells, and 3470 enhancers showed reduced H3K27ac (*P*_adj_ < 0.05, fold change > 1.5) (Figure 4H). A strong correlation existed between enhancer H3K27ac binding and chromatin accessibility, as well as the mRNA levels of the nearest genes (Supplementary Figure S5B). Gene sets associated with beta cell function were enriched among genes with increased enhancer H3K27ac binding, and included response to hormone, signal release and secretion, ion transport, and response to carbohydrates sets (Figure 4I). Functional regulators whose enhancers showed increased H3K27ac included *MAFA* and *FOXO1* (Figure 4J), whose mRNA levels were upregulated (Figure 3H). Furthermore, the binding motifs of MAFA, RFX, ISL1, PDX1 and FOXO1 were enriched in activated enhancers (Figure 4K), indicating that the targets of these regulators were subject to enhanced stimulation, as was observed at the mRNA level (Figure 3H, I, N). Transcription factor footprint analysis using ATAC-seq data suggested increased binding of MAFA to enhancers (Figure 4L). As shown above (Figure 3I), the expression of multiple beta-cell regulator and effector genes (*RFX1*, *ISL1*, *LMO2*, *ABCC8*, *ONECUT2*) nearest to MAFA-bound enhancers was elevated. These results indicate that senescence elicits a widespread activation of beta-cell functional maturation gene enhancers. Examination of enhancers of Interferon-response genes revealed increased accessibility and H3K27ac binding in a subset of these enhancers (Figure 4M, N). This suggests that beta-cell senescence entails signals that lead to increased activation of the interferon-response gene enhancers, underlying the increased responsiveness of this pathway to stimulation.

### Reorganization of CTCF binding is associated with altered activity of cell cycle and beta-cell genes

The CTCF protein plays an important role in the establishment of topologically associating domains (TADs) and in enhancer-promoter interactions (55). To determine whether CTCF binding patterns are changed in senescent beta cells, we mapped CTCF genomic localization in control and senescent EndoC-βH3 cells by ChIP-seq. Examining only sequences that contained the CTCF binding motif, we identified 1384 loci showing reduced CTCF binding in senescent cells and 834 loci gaining CTCF binding (Figure 5A, B). Reduced CTCF binding was associated with reduced chromatin accessibility, and vice versa, suggesting that changes in accessibility may allow or restrict CTCF binding (Figure 5C).

**Figure 5.**
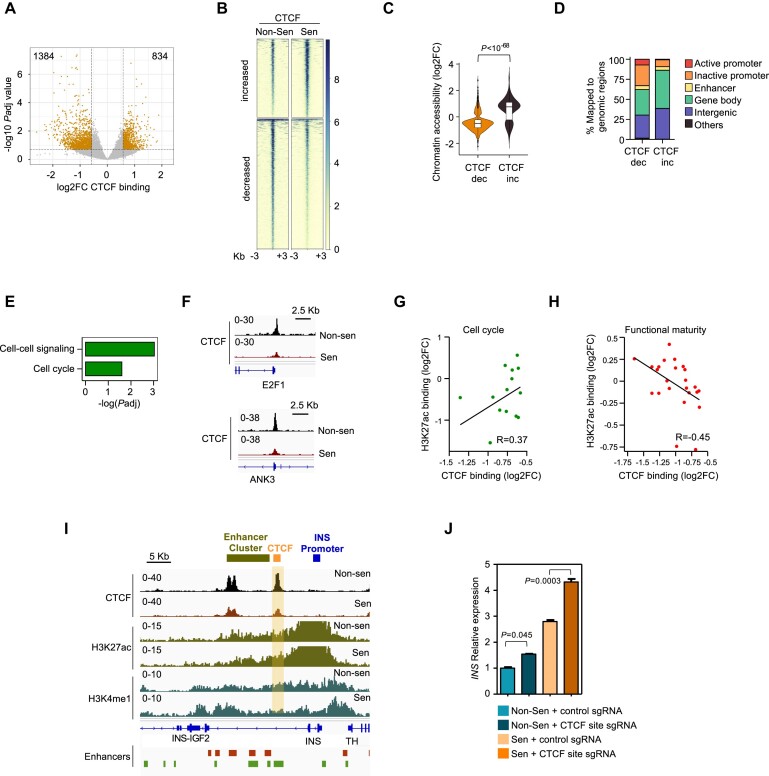
CTCF binding rearrangement in beta-cell senescence. (**A**) Volcano plot of differential CTCF bound genomic loci (dots) in non-senescent and senescent EndoC-βH3 cells (fold change > 1.5, *P*_adj_ < 0.2). Shown are sites that contain a CTCF binding motif. x axis indicates log_2_ fold change of CTCF binding, y axis shows –log_10_*P*_adj_ values. (**B**) CTCF binding levels in genomic sites showing increased (top) or decreased (bottom) binding in senescent cells. (**C**) Chromatin accessibility in regions (±5 kb) of decreased (dec) or increased (inc) CTCF binding. y axis indicates Log2FC of ATAC-seq signal in senescent versus non-senescent cells. (**D**) Percentages of indicated genomic regions among decreased and increased CTCF binding sites in senescent EndoC-βH3 cells. (**E**) Gene set enrichments among genes with reduced promoter CTCF binding in senescent cells. (**F**) CTCF binding traces on the promoters of the *E2F1* and *ANK3* cell-cycle genes. (**G**) Correlation between changed CTCF binding levels (x axis) in sites located on cell-cycle gene promoters (dots) and changed H3K27ac promoter binding. Axes indicate Log_2_ fold change. (**H**) Correlation between CTCF binding change (x axis) in sites (dots) located on TAD boundaries between enhancers and promoters, and H3K27ac binding on promoters of associated beta cell functional-maturation genes. (**I**) CTCF binding traces in the *INS* gene region in non-senescent and senescent cells, relative to H3K27ac and H3K4me1 binding. Red and green marks on bottom indicate previously characterized enhancers (Miguel-Escalada *et al.*, and Greenwald *et al.*, respectively). The CTCF binding site labelled by yellow rectangle is located between the *INS* promoter and a distal enhancer cluster. (**J**) Pre-insulin mRNA levels in non-senescent and senescent cells carrying an sgRNA targeting the region containing the CTCF binding site indicated in panel (I) or a control sgRNA measured by qRT-PCR. Values are mean of *n* = 3 replicates, normalized to control non-senescent cells ± SEM, *t* test.

Out of the sites showing changed CTCF binding upon senescence, we found that 24% were located on promoters, and the majority of these showed reduced binding (Figure 5D). Recent studies suggest that promoter-bound CTCF can interact with enhancers and thereby elevate gene expression (56,57). Consistent with this, CTCF binding was preferentially lost from promoters that were active in non-senescent cells (Figure 5D). These promoters were enriched for cell-cell signaling and cell-cycle genes, whose promoter activation state was reduced in the senescent cells (Figure 5E–G). Thus, senescence involves CTCF loss from promoters of proliferation genes upon their silencing, but little gain in binding activated functional-maturation gene promoters.

We examined changes in CTCF binding in sites that were mapped between enhancers and gene promoters, with a maximal range of 200 kb on either side of the CTCF site, and found 822 such CTCF changed sites (37% of total). Of these, 13% (107 sites) were located in boundary regions between previously characterized TADs in pancreatic islets (34). Decreased CTCF binding at these loci could represent disruption of TAD boundary integrity (58). Consistent with this, genes associated with reduced CTCF binding in these sites showed preferential upregulation of gene expression (*P*= 1.36 × 10^−28^, hypergeometric test). Of these, genes associated with beta cell functional maturation showed a negative correlation between CTCF loss and promoter H3K27ac binding (Figure 5H). These findings suggest that CTCF loss in TAD boundary sites may increase enhancer-promoter interactions that contribute to the activation of beta cell functional-maturation genes.

We examined specific CTCF binding sites that could potentially influence beta-cell gene activation. We detected reduced CTCF binding in a site located between the Insulin (*INS*) gene promoter and a previously-described active enhancer cluster (34,40) (Figure 5I). To test whether this CTCF element plays a role in regulating *INS* gene transcription, we conducted dual-guided CRISPR/Cas9 deletion of a 823 bp region that included its binding site in EndoC-βH3 cells (Supplementary Figure S6). We then induced senescence in these cells, and tested the levels of the *INS* pre-mRNA, indicative of gene transcription rates. Cells containing the CTCF site deletion showed elevated levels of *INS* upon senescence (Figure 5J), consistent with the suggestion that this binding site restricts transcription from the *INS* promoter, potentially through insulation from the enhancer cluster.

Together these findings suggest that suppression of cell-cycle genes in senescence is associated with reduced CTCF binding at their promoters, and that lowered CTCF binding at a subset of specific sites located between enhancers and promoters may contribute to activation of beta-cell function genes, including the *INS* gene.

### Senescent beta cells harbor increased levels of cytoplasmic DNA

We next explored the molecular basis for the elevated interferon responsiveness of the senescent beta cells. Several recent studies in cultured fibroblasts and cancer cells described increased release of DNA to the cytoplasm as a feature of senescence, which can stimulate inflammatory pathways: SASP, Interferon, or both (51,59–61). To test whether this is a feature of beta cell senescence, we stained control and senescent EndoC-βH3 cells with an antibody against dsDNA, or with a highly sensitive DNA dye. Cytoplasmic DNA puncta were clearly detected with both methods, with approximately double the prevalence in the senescent cells (Figure 6A–C). Furthermore, some of the senescent cells, but not control cells, showed the presence of micronuclei—larger DNA foci—which also stained for histone H3, indicating a nuclear source of chromatin (Figure 6D, E). These findings indicate that beta cell senescence entails release of nuclear chromatin fragments to the cytoplasm.

**Figure 6.**
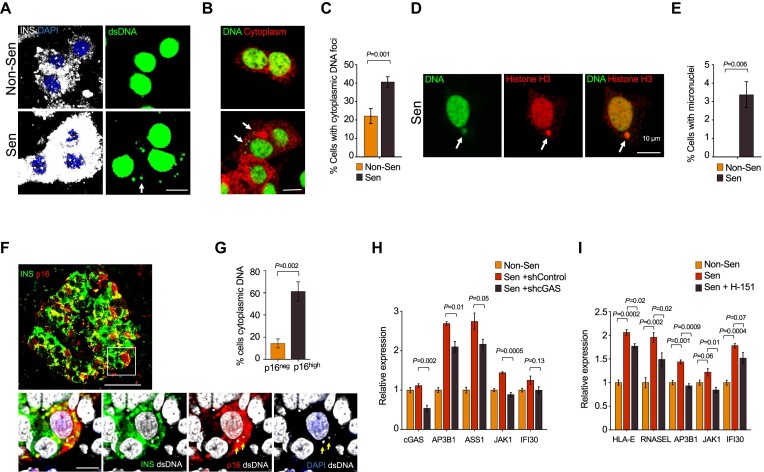
Senescent beta cells harbor elevated levels of cytoplasmic DNA. (**A**) Non-senescent and senescent EndoC-βH3 cells stained with antibodies against Insulin (white, left) and against dsDNA (green, right). DNA foci in the cytoplasms of senescent cells are indicated by arrows. (**B**) Same cells stained with the sensitive DNA dye SYBR Gold indicating cytoplasmic DNA foci (arrows). (**C**) Percentage of non-senescent and senescent EndoC-βH3 cells carrying cytoplasmic DNA foci, as stained in (A). Values indicate mean of 387 non-senescent cells in *n* = 5 microscopic fields and 459 senescent cells in *n* = 17 fields, ±SEM, *t* test. (**D**) Senescent EndoC-βH3 cell with a micronucleus (arrow) stained with the DNA dye SYBR Gold and an antibody against Histone H3 (red). (**E**) Percentage of non-senescent and senescent EndoC-βH3 cells carrying micronuclei, scored as in panel C. (**F**) Section of adult human pancreatic islet stained for Insulin (green), p16 (red), and dsDNA (white). Upper panel shows low magnification of islet (scale bar = 50 μm); lower panels show higher magnification of a p16^high^ beta cell containing cytoplasmic DNA foci (arrows). (**G**) Percentage of p16^neg^ and p16^high^ cells carrying cytoplasmic DNA foci, as stained in (F). Values indicate mean percentage in *n* = 4 subjects ± SEM, *t* test. A total of 506 p16^neg^ and 776 p16^high^ cells were scored. (**H**) mRNA levels of indicated interferon-stimulated genes in non-senescent and senescent EndoC-βH3 cells infected for 3 days with a control shRNA vector, or an shRNA targeting cGAS, measured by qRT-PCR. (**I**) mRNA levels of indicated interferon-stimulated genes in non-senescent and senescent EndoC-βH3 cells, untreated or treated with the STING inhibitor H-151 overnight, measured by qRT-PCR. Graphs in H, I show mean of *n* = 3 experimental repeats ± SEM, normalized to control non-senescent cells, *t* test. Scale bar in A, C, G, E (bottom) =1 0 μm, in E (top) = 50 μm.

We next tested whether these findings are also evident in human pancreatic tissues. We co-stained sections of pancreata from 5 adult non-diabetic subjects for insulin (to mark beta cells), p16, and dsDNA. Similar to the EndoC-βH3 cells, cytoplasmic DNA puncta were detected in a significantly higher percentage of p16^high^ beta cells than of p16^neg^ cells (Figure 6F, G). This indicates that elevated cytoplasmic DNA release is a feature of senescent human beta cells *in vivo*.

Cytoplasmic DNA is detected by the cGAS-STING complex, which signals to stimulate inflammatory and interferon-response genes (62), and was implicated in mediating the downstream effects of cytoplasmic DNA in senescence (51,59–61). Consistent with this, partial silencing of cGAS mediated by shRNA infection of senescent EndoC-βH3 cells, or treatment of the senescent cells with the STING inhibitor H-151 (63), resulted in reduction in the mRNA levels of several tested interferon-response genes whose levels were elevated in the senescent cells (Figure 6H,I). Overall, these findings indicate that release of DNA into the cytoplasm is a feature of human beta cell senescence in culture and *in vivo*, and may contribute to the sensitization of these cells to the interferon response.

## Discussion

Expression of the senescence activator p16 is detected in pancreatic beta cells in increasing numbers with age (17,19–22). Initial studies in mice have shown that p16 contributes to the non-proliferative state of adult beta cells (19). Our own previous work further demonstrated, using both loss- and gain-of-function mouse models, that p16 induces features of senescence in beta cells, including enhanced glucose uptake, increased mitochondrial activity and increased cell size, and that this results in improved GSIS (17). However, the consequences of p16 activity and senescence in adult human beta-cells, with regards to function, islet inflammation, and diabetes, remain debated.

Here, we characterized p16-expressing beta cells in the human pancreas, and uncovered the molecular mechanisms that underlie senescence-driven gene expression changes. This revealed several fundamental features associated with p16 expression in human beta cells: activation of senescence signatures, elevated expression of functional maturation genes, and increased interferon responsiveness, with a lack of canonical SASP. These features were overall consistently observed in scRNA-seq data, stained human samples, and the EndoC-βH3 culture model. Our data indicate that p16-expressing beta cells are relatively abundant in human adults, often representing 15% of beta cells or more, with their numbers increasing with age. We could not establish whether their numbers are elevated in T2D patients, due to small subject numbers.

Analysis of genes whose expression is associated with that of p16 revealed elevated expression levels of signatures representing beta-cell functional maturation. These included gene sets related to differentiation, protein and ion secretory and transport functions, response to glucose, age-related maturation, and others, reflecting a variety of beta cell features. Concomitantly, the p16^high^ cells showed clear evidence of senescence, reflected in the expression of p53-response genes, p21 and other senescence markers. These striking findings link p16 and senescence to functional maturation in the adult pancreas, rather than to dysfunction.

Analysis of gene expression in chromatin structure in senescent EndoC-βH3 cells revealed that while proliferation-related genes were downregulated by promoter deactivation, beta-cell maturation genes were upregulated largely by gene enhancer activation, driving the expression of master regulators such as MAFA, further activating their targets. Reorganization of enhancers of functional-maturation genes is therefore the central means by which senescence drives beta-cell maturation. Repositioning of CTCF may contribute to both changes in promoter activity and enhancer-promoter interaction, as shown in the case of the Insulin gene.

The increased expression of p16 in mature beta cells could thus represent a physiologic, designated, role for senescence in organismal cell maturation. Senescence was similarly linked to functional maturation of fibroblasts in the context of wound healing or fibrosis (10,11), of liver sinusoid endothelial cells (18), and of macrophages (47). Alternatively, activation of p16 and senescence in beta cells could represent a response to age-accumulated damage or stress. The activation of p53-pathway genes is suggestive of this, and our own previous work has documented DNA damage in beta cells in the context of type 1 and type 2 diabetes (64). Senescence may act in damaged settings to provide enhanced GSIS to compensate for the overall stress.

Mostly absent from the association with senescent beta cells were features of an inflammatory SASP. It has been suggested that senescent cells contribute to both type 1 and type 2 diabetes through the SASP (24,25). Our data clearly indicate that p16-expressing human beta cells do not activate a SASP in the course of aging, and expression of the central known SASP cytokines was, in fact, not detected in the vast majority of beta cells. Activation of a beta-cell SASP may, however, be restricted to specific settings not studied here.

In contrast, we observed elevated levels of HLA-encoding and additional interferon-response genes in senescent beta cells. We detected elevated HLA-I levels in senescent beta cells from human subjects, using section stains as well as stains of cadaver-derived human islets. In the cultured EndoC-βH3 cells, as well as in human islets, increased expression of these genes was observed in response to IFNα treatment. Senescent beta cells may therefore be hyper-responsive to interferon, which could impact their immunogenicity. An enhanced interferon response has been described in several settings of senescence, and interferon signals themselves can also induce senescence (51,65). Therapy-induced senescence of tumor cells was shown to increase their antigen presentation and targeting by the immune system, and this may similarly apply to senescent beta cells (52,53).

Cytoplasmic DNA release has been described in several studies as a source for elevated inflammatory and interferon pathway activity in senescent cells, acting through the DNA sensing complex of cGAS-STING (51,59–61). We found evidence for increased cytoplasmic DNA in senescent human beta cells, in both the culture cell model as well as in the islet tissue sections. This represents a novel association of cytoplasmic DNA with beta cell senescence in particular, and with senescence in adult human tissues in general. Our data support a nuclear origin of this cytoplasmic DNA, since micronuclei showed co-staining for histone H3, yet we cannot fully rule out the contribution of other previously reported sources, such as activation of endogenous retroviral elements or mitochondrial DNA release. Our findings suggest that increased cytoplasmic DNA in senescent beta cells contributes to interferon-pathway gene activation and elevated responsiveness, through cGAS-STING. We did not find evidence of increased interferon secretion by the senescent cells themselves, yet this requires further study. Our findings in the EndoC-βH3 model suggest that cytoplasmic DNA release may be a consequence of senescence rather than a trigger of it, consistent with previous work (51,59,61), although it may also be a consequence of DNA damage that initiates the senescence response.

The potential implications of increased interferon-pathway activation in senescent beta cells, in particular in the pathogenesis of T1D, are of great interest for further research. Elevated interferon responsiveness is a hallmark of beta cells in early T1D (66–68). Beta cell senescence could contribute to this phenomenon, and enhance sensitivity to immune attack. Thus, senescence of beta cells may provide an endogenous, rather than viral, stimulus of the anti-viral response that characterizes islets in early stage T1D.

## Supplementary Material

gkae313_Supplemental_Files

## Data Availability

All datasets were deposited in GEO, under the superseries GSE207826.

# Supplementary material for: Senescence of human pancreatic beta cells enhances functional maturation through chromatin reorganization and promotes interferon responsiveness
**Source:** Nucleic Acids Res. 2024 Apr 29;52(11):6298–316. doi: 10.1093/nar/gkae313
**Supplement:** gkae313_Supplemental_Files

## **Supplementary Materials**

### **Senescence of human pancreatic beta cells enhances functional maturation through chromatin reorganization and promotes interferon responsiveness**

Milan Patra, Agnes Klochender, Reba Condiotti, Binyamin Kaffe, Sharona Elgavish, Zeina Drawshy, Dana Avrahami, Masashi Narita, Matan Hofree, Yotam Drier, Eran Meshorer, Yuval Dor and Ittai Ben-Porath

**Supplementary materials include 6 supplementary Figures and 6 supplementary Tables**

Figure S1

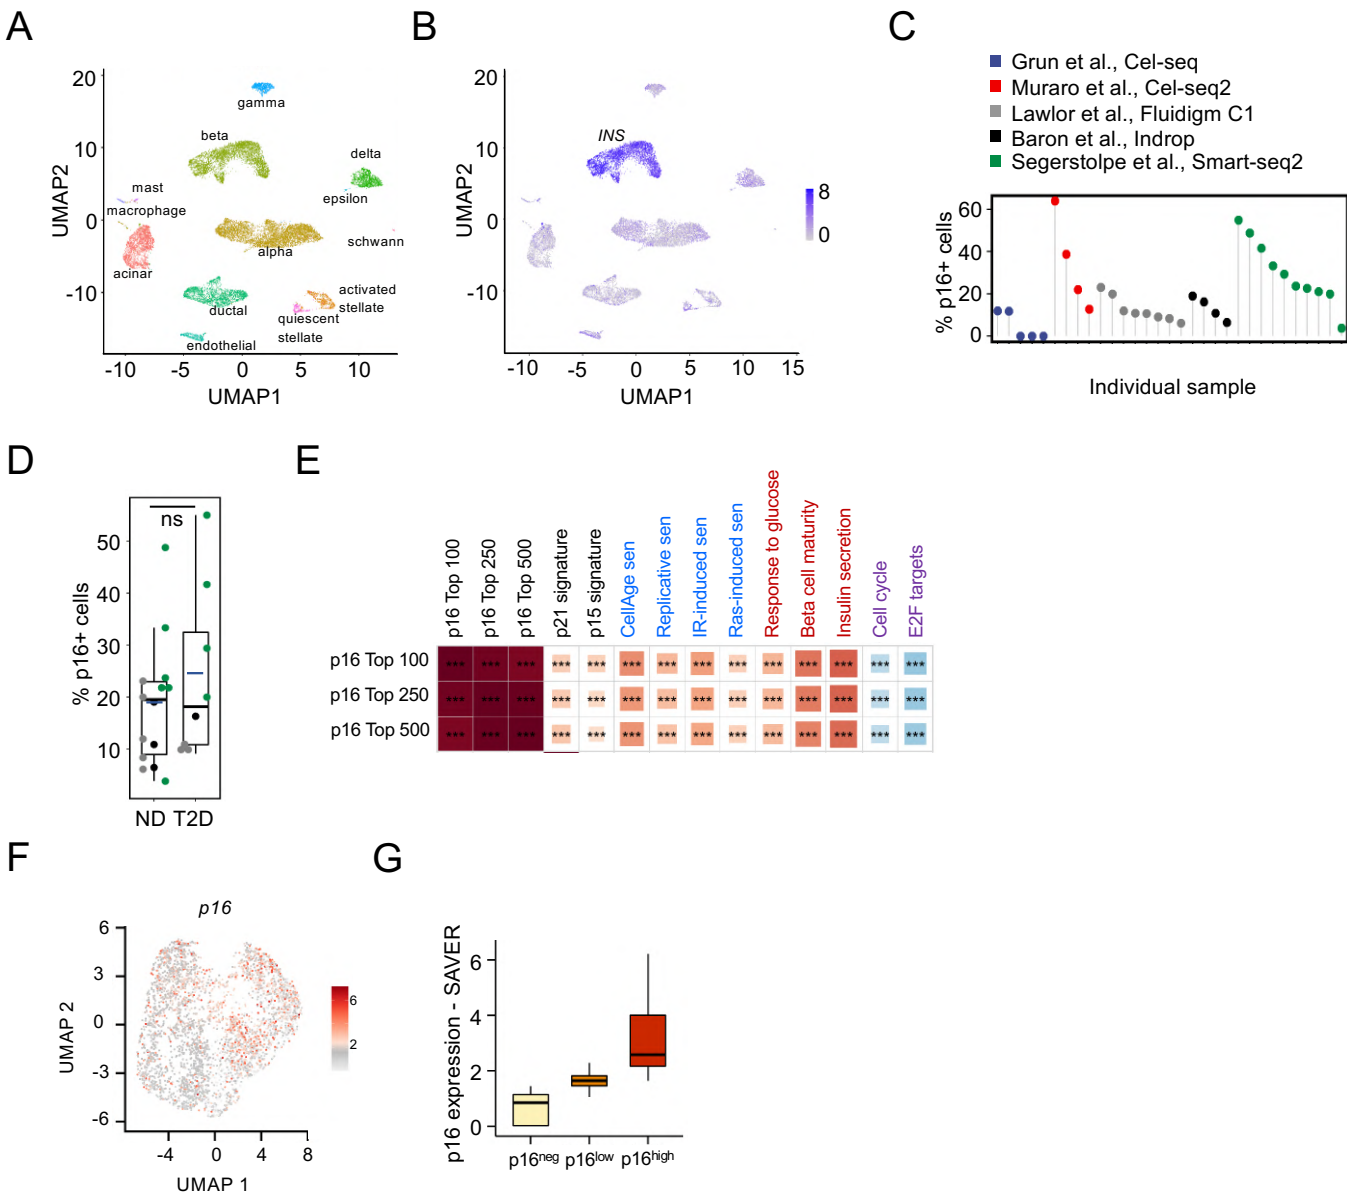

**Figure S1. Analysis of single-cell transcriptomes of human pancreatic beta cells.** **A)** UMAP dimensionality plot of 14892 pancreatic cells from published datasets. Cluster labels indicate cells type. **B)** Same plot as in a, showing insulin expression levels (*INS*, blue). **C)** Percentage of p16-expressing cells in individual subjects (dots). Colors and legend indicate the original study in which each subject was profiled, and the transcriptome method used. **D)** Percentage of p16-expressing cells in non-diabetic (ND) and T2D patient samples. Boxes indicate interquartile values, black line indicates median and blue line indicates mean of all samples. Colors indicate original study, as in panel c. ns – non-significant, *t* test. **E)** Correlation matrix as in Figure 1K comparing the p16-associated signature comprised of the top 100 most correlated genes with p16 to signatures including the top 250 or top 500 most correlated genes. **F)** UMAP showing p16 levels in individual beta cells as in Figure 1D, following SAVER imputation correction. **G)** p16 levels in p16<sup>neg</sup> (<30<sup>th</sup> percentile), p16<sup>low</sup> (30-70<sup>th</sup> percentile) and p16<sup>high</sup> (>70<sup>th</sup> percentile) cell subgroups as defined using SAVER and used in Figure 1L,N, 2C,D.

Figure S2

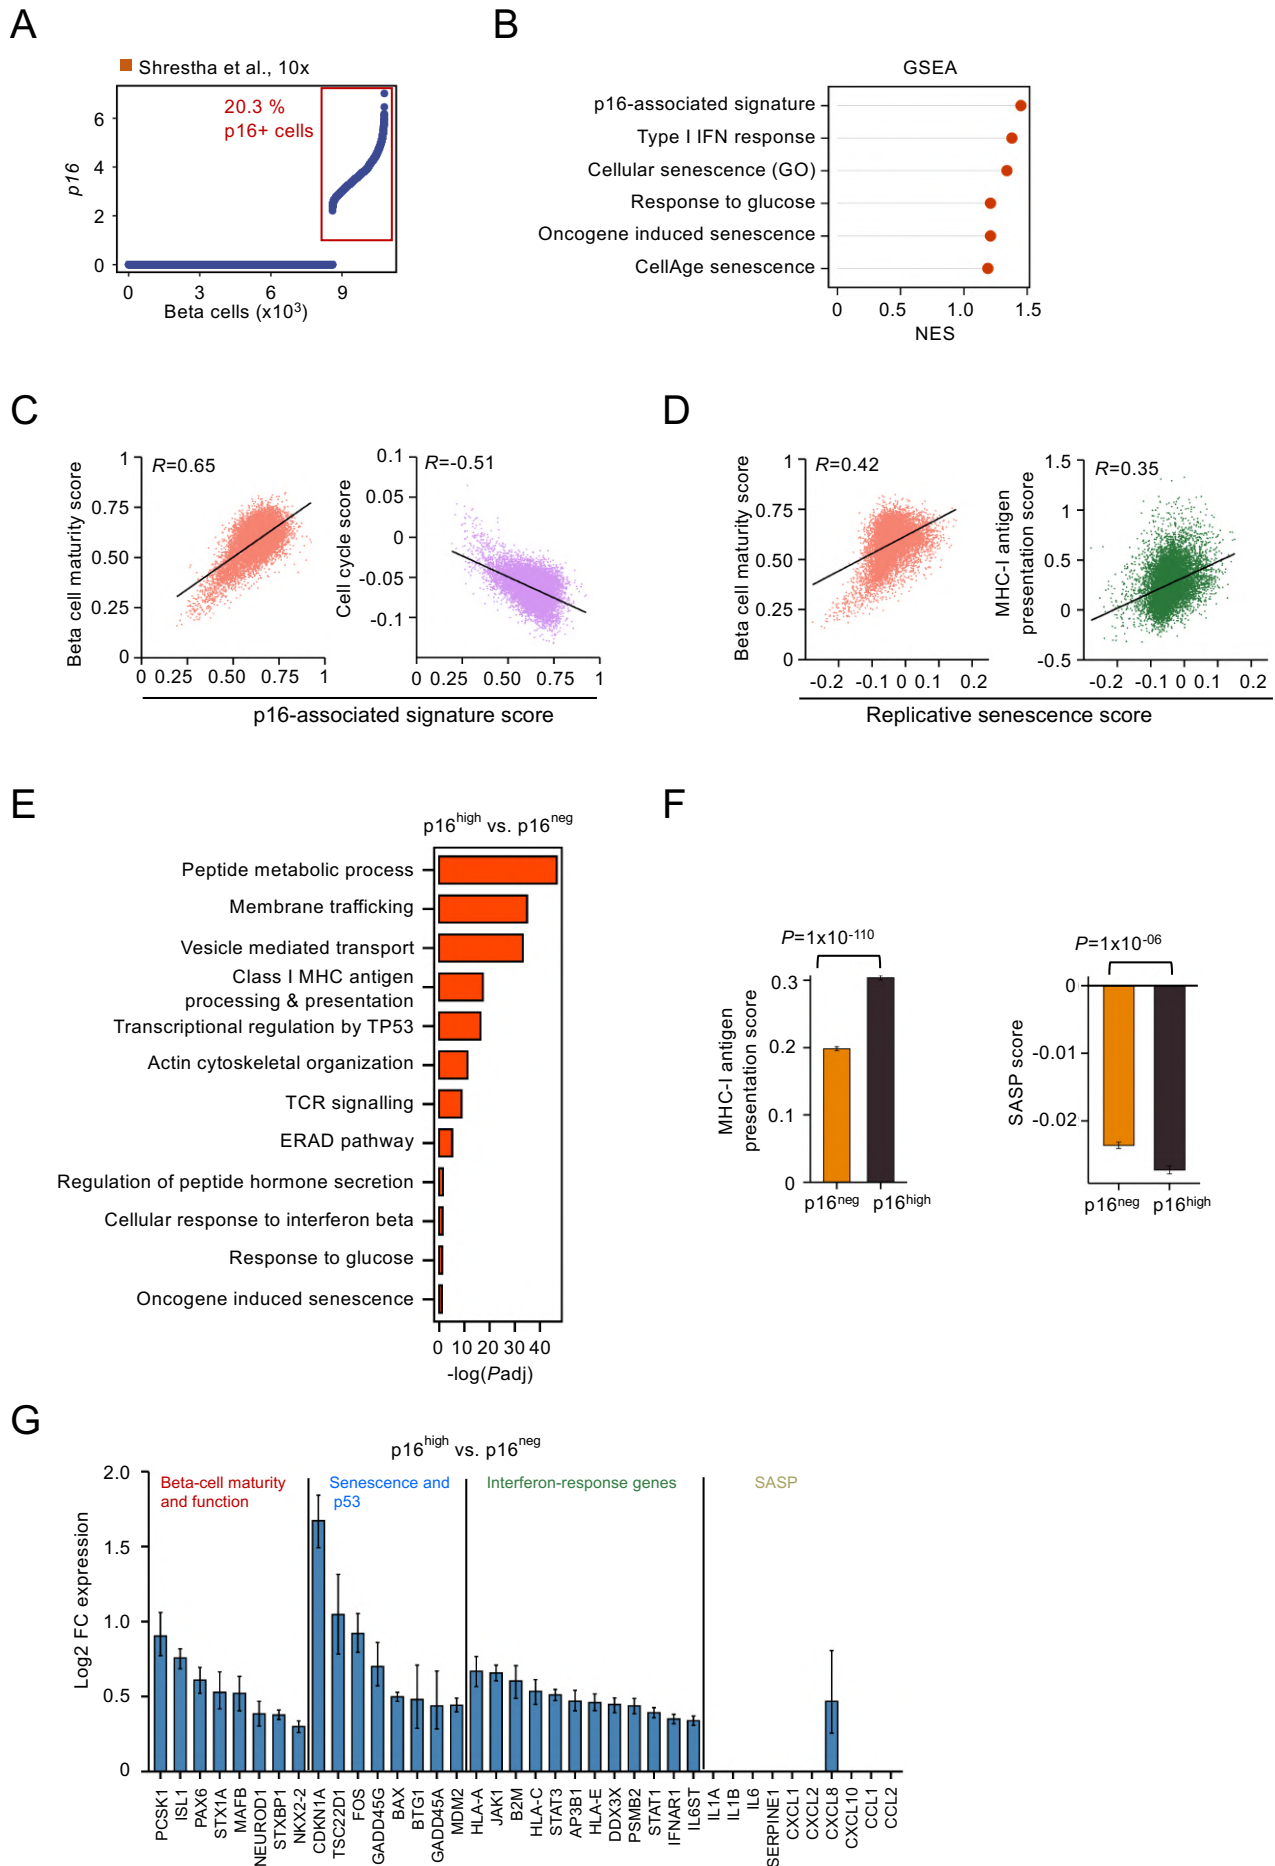

**Figure S2. p16<sup>high</sup> human beta cells display elevated levels of senescence, functional maturation and interferon-response genes in a validation transcriptome dataset.** **A)** p16 (*CDKN2A*) mRNA expression levels in 10,787 single pancreatic beta cells from Shrestha et al. (27), obtained from 5 non-diabetic donors and profiled by 10x Genomics. **B)** Gene-set enrichment analysis (GSEA) of genes ranked by their correlation to p16 expression (SAVER) across beta cells in the same data set. x axis indicates normalized enrichment scores (NES) of gene sets in positively correlated genes ( $P_{adj} < 0.2$ ). **C)** Plots indicating the expression score of the p16-associated signature (x axis) in individual beta cells (dots) relative to scores of other indicated gene signatures in the same cells. R values indicate Pearson correlation between the signatures across cells.  $P < 10^{-15}$  for all correlations. **D)** Same analysis as in C, with the replicative senescence signature in the x axis.  $P < 10^{-15}$ . **E)** Gene sets upregulated in p16<sup>high</sup> (n=3235) relative to p16<sup>neg</sup> (n=3201) beta cells. x axis indicates  $-\log(P_{adj})$  (Metascape). **F)** Mean score of IFN-response and SASP gene expression signatures in p16<sup>high</sup> versus p16<sup>neg</sup> beta cells. Values indicate mean score of indicated gene signature  $\pm$ SEM,  $t$  test. **G)** mRNA levels of indicated genes in p16<sup>high</sup> versus p16<sup>neg</sup> beta cells. Values indicate mean of log2 fold-change (FC) of senescent versus non-senescent. Error bars represent 95% confidence interval.

Figure S3

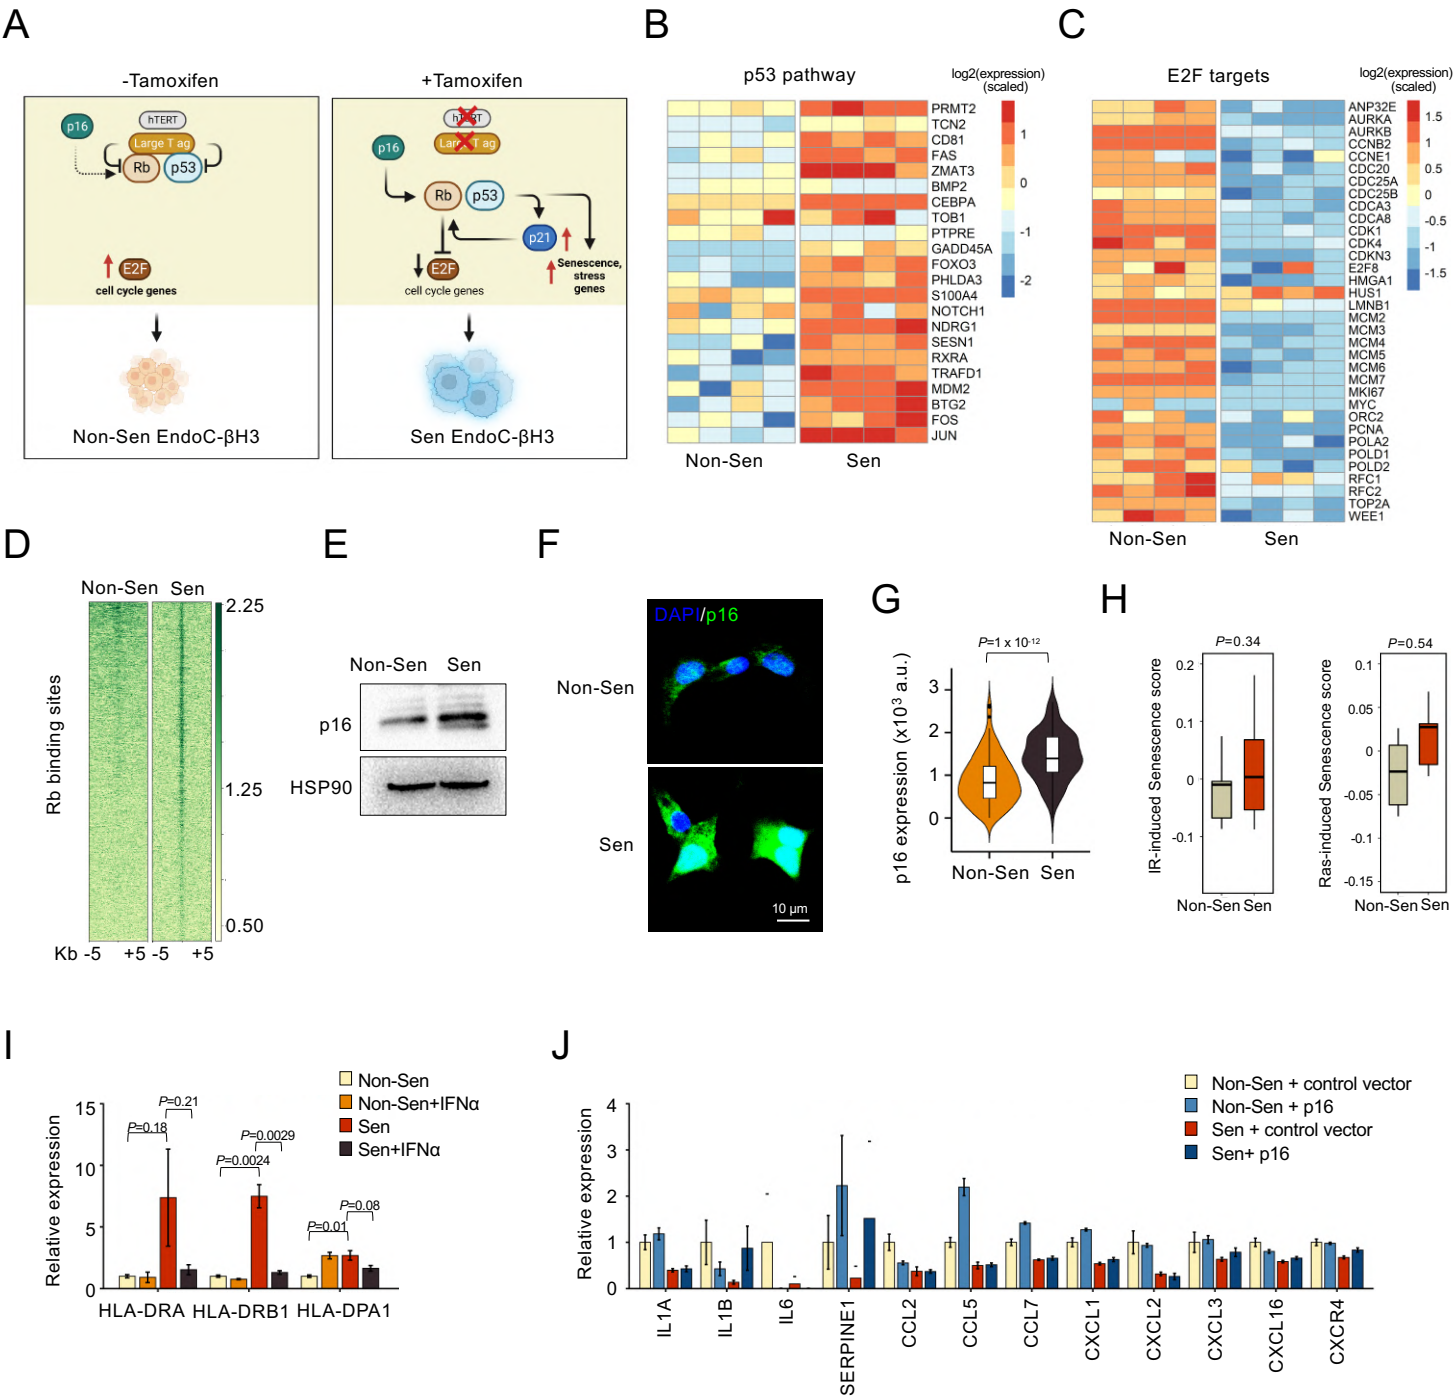

**Figure S3. Senescence induction in EndoC- $\beta$ H3 cells – molecular pathway activation.** **A)** Diagram (BioRender) illustrating senescence induction in EndoC- $\beta$ H3. In the absence of tamoxifen, hTERT and SV40 Large T-antigen are expressed, the latter binding and inhibiting Rb and p53. p16 is expressed but cannot activate Rb. Upon tamoxifen treatment, CreER excises hTERT and Large T-antigen, releasing p53 and Rb from inhibition. Rb binds chromatin to silence E2F targets and the cell cycle, and p53 activates its transcriptional targets, including p21, which further activates Rb. Together this induces senescence. **B,C)** Heat maps representing scaled log2 expression levels of p53 pathway (B) and E2F target genes (C) in non-senescent and senescent cells, measured by mRNA-seq. Columns indicate replicate samples. **D)** Rb binding in non-senescent and senescent EndoC- $\beta$ H3 cells as measured by ChIP-Seq. Shown are loci with increased binding. **E)** Western blot of p16 protein in control and senescent EndoC- $\beta$ H3 cells. **F)** Control and senescent cells stained for p16. **G)** Distributions of p16 protein expression in non-senescent (n=126) and senescent (n=112) cells, based on cell staining as in F. Fluorescence signal intensity of p16 is represented in arbitrary units (a.u.), *t* test. **H)** Scores of indicated senescence signatures in non-senescent and senescent EndoC- $\beta$ H3 cells. Boxes indicate interquartile values with indicated median of n=6 replicates, *t* test. **I)** mRNA levels of indicated HLA-II encoding genes in non-senescent and senescent EndoC- $\beta$ H3 cells, untreated or treated with IFN $\alpha$ , measured by qRT-PCR. Mean of n=3 experimental repeats  $\pm$ SEM, normalized to untreated non-senescent cells, *t* test. **J)** mRNA levels of indicated SASP genes in non-senescent and senescent EndoC- $\beta$ H3 cells expressing a control vector or a p16 overexpression vector, measured by qRT-PCR. Mean of n=3 experimental repeats  $\pm$ SEM, normalized to control non-senescent cells. No genes show statistically significant increases in the senescent cells.

Figure S4

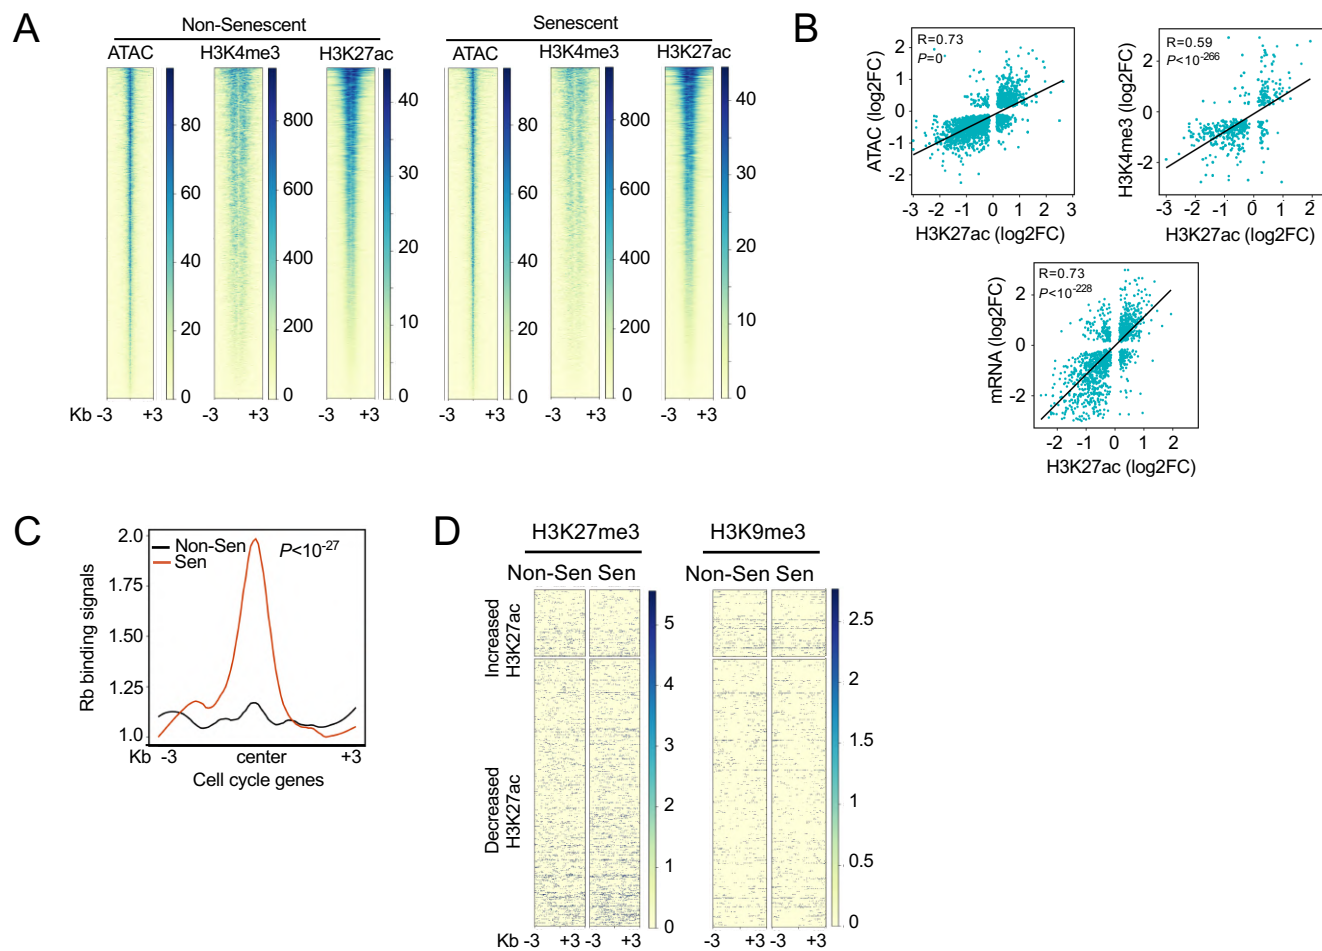

**Figure S4. Promoter chromatin marks in senescent EndoC-βH3 cells.** **A)** Heat maps showing binding of activation chromatin marks – ATAC-Seq (accessibility), H3K4me3 and H3K27ac – on active promoters (n=9289) in senescent and non-senescent EndoC-βH3 cells. Shown are 6Kb regions spanning TSS peaks. All TSS ±2kb regions were filtered sequentially for the presence of all three activation marks. **B)** Correlations between H3K27ac binding level change in individual promoters upon senescence (x axes) and their change in ATAC-seq signal, H3K4me3 binding, or mRNA expression of the associated gene (y axes). Values indicate -log<sub>2</sub> fold-change (log<sub>2</sub>FC) in senescent versus non-senescent cells. R indicates Spearman's correlation between indicated changes, with corresponding correlation *P* value. **C)** Aggregate plot of Rb binding near cell-cycle genes in non-senescent (black) and senescent (red) cells. x axis indicates position from -3Kb to +3Kb around binding peaks. y axis indicates normalized reads. *t* test on binned values. **D)** Heat maps showing binding of repressive chromatin marks – H3K27me3 and H3K9me3 – on promoters which show differential binding of the activation mark H3K27ac in senescent versus non-senescent EndoC-βH3 cells.

Figure S5

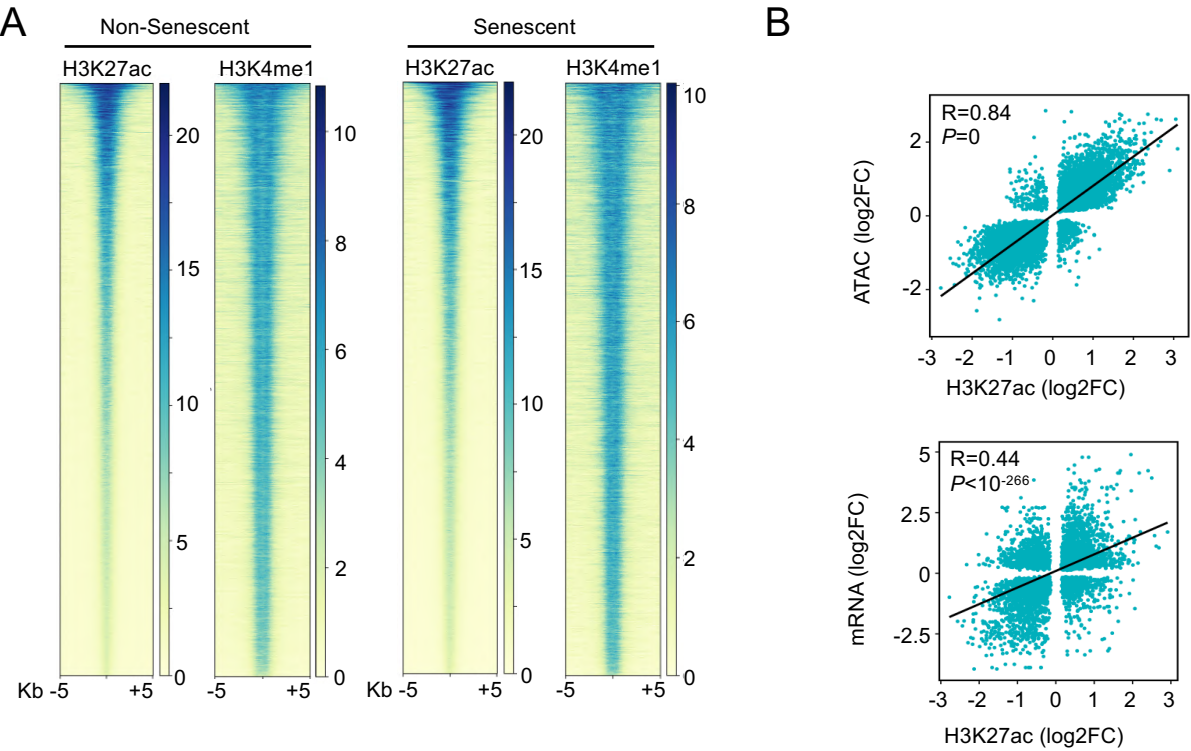

**Figure S5. Gene enhancers in non-senescent and senescent EndoC-βH3 cells.** **A)** Heat maps of loci bound by both H3K27ac and H3K4me1 in non-senescent and senescent EndoC-βH3 cells, identifying gene enhancers. **B)** Correlations between H3K27ac binding level change in individual enhancers upon senescence (x axes) and their change in ATAC-Seq signal (top) or in mRNA levels of associated gene (bottom). Shown are enhancers with changed H3K27ac binding level. Axes indicate log2 fold-change (log2FC) in senescent versus non-senescent cells. R indicates Spearman's correlation of change, with corresponding correlation *P* value.

Figure S6

A

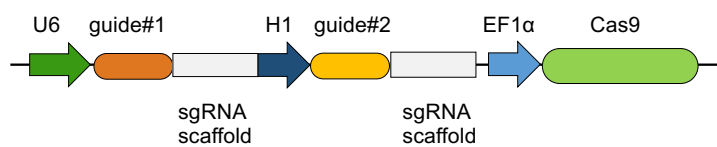

B

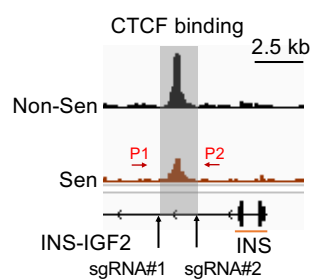

C

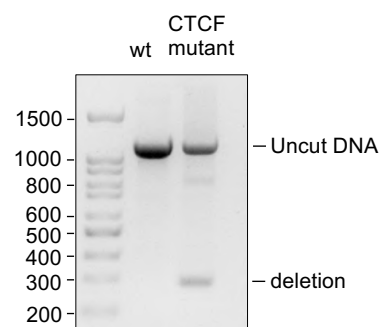

**Figure S6. CRISPR/Cas9-mediated deletion of CTCF binding site in the *INS* gene. A)** Schematic representation of the lentiviral construct carrying Cas9 and the two guides targeting genomic sites spanning the 823 bp locus containing the CTCF binding site near the *INS* gene. **B)** Location of the CTCF-bound region (grey highlight) near the *INS* gene that was targeted for deletion. CTCF binding levels in non-senescent and senescent EndoC- $\beta$ H3 cells are shown. Black arrows indicate targets of sgRNAs. P1 and P2 indicate approximate locations of PCR primers used to test deletion efficiency. **C)** PCR of genomic DNA from control (sgRFP-expressing) EndoC- $\beta$ H3 cells and cells targeted for CTCF site deletion, using primers spanning the deletion site (P1, P2). The wt allele produces the observed 1116 bp product, whereas the deleted allele produces a 293 bp product. Quantification indicates 40-50% deletion efficiency in the targeted cells.

**Table S1. Human samples used for section stains and FACS analysis.** Related to Figures 1,2.

**Table S2. Human samples used in original scRNA-seq studies.** Related to Figure 1.

**Table S3. Genes sorted by their correlation with p16 expression across beta cells.** Related to Figure 1.

**Table S4. Gene sets used in the study for enrichment analyses.** Related to Figures 1-5.

**Table S5. Gene signatures used for calculation of signature scores.** Related to Figures 1-3.

**Table S6. List of oligonucleotides.** Related to Methods.

How the deposited data were processed for this re-analysis (not part of the article)

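H3K4me3 was profiled by MINT-ChIP in 4 non-senescent and 4 senescent samples of EndoC-βH3 cells, with 500000 cells per sample. The same multiplexed experiment included H3K27me3 and H3K9me3, whose 16 samples are not analysed here. ATAC-seq, H3K27ac, H3K4me1, CTCF and Rb data are not used here either, so the combined promoter measure of the paper was not rebuilt.

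The authors aligned reads to hg38 with Bowtie2, processed them with samtools, called peaks with HOMER and compared the states with DESeq2. The deposited mean signal of a region is the mean over samples of counts normalized by the authors with DESeq2. The deposited log2 fold change and its standard error are the authors' DESeq2 estimates. The authors' Wald score is the log2 fold change divided by the standard error, and the largest departure from that ratio was 3.29e-14. The authors' p-values come from that score, and their adjusted p-values follow Benjamini and Hochberg over the 72959 regions that have one. A recomputed adjustment differed from the deposited one by at most 1.8e-14. The paper's text and the labels do not name how peaks were merged across samples, how reads were counted, whether H3K4me3 duplicates were removed, or the terms of the DESeq2 model. Depth per sample is unknown, since the comparison holds no value per sample. The mean normalized counts sum to 1470677 over all regions.

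The direction of the contrast was read from the values, as senescent over non-senescent, from the lower H3K4me3 at cell cycle promoters and the higher H3K4me3 at the beta cell genes ABCC8 and IAPP. No model was refitted. Regions were called changed at an adjusted p-value under 0.05 and a fold change over 1.5, the limits the paper gives for promoters. Transcription start sites of protein-coding genes came from GENCODE release 44, and a gene was given the region with the highest mean signal within 2 kb of any of its start sites. GC content came from the hg38 sequence. The copy number of a region's sequence is the median, over up to 60 sampled stretches of 24 bases, of how often each occurs on either strand of 194 hg38 sequences, alternate loci left out. A region with a median over 2 is called multi-copy.

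The lists of Table S5 were tested by one-sided Fisher's exact tests against all genes with a tested promoter, with Benjamini-Hochberg adjustment over 30 tests. Each list's median log2 fold change was placed among 10000 random lists of the same size, matched in 10 groups of mean signal, or in these and 10 groups of GC content within each. Random sets of regions were matched in 20 groups of mean signal with 20 groups of GC content in each. The 4 lists for p16 and p21 signatures hold fewer genes as read here than the paper gives and were not tested. Tables S3 and S4 were not used. The genes named in the text are those the paper names for senescent EndoC-βH3 cells, apart from some that are not reported here (33 of the 37 others have a promoter region), and the 5 lowered and 5 raised promoters with the largest change among those with at least the median mean signal. This rule, the tests and 14 alternatives were set before the data were examined. A further 3 alternatives were chosen afterwards, an unadjusted p-value and the subtraction of the median change of regions with similar GC content, alone (50 groups) or with similar mean signal (10 groups of signal with 20 groups of GC content in each). Members of a list that were called, and the genes named for developmental transcription factors, are named because of their calls.

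The procedure was tested on simulated data. Among 14765 genes, 200 were given a 2-fold change, drawn from promoters with a standard error below the median, and 185 (92.5%) were recovered with the right direction. Another 43 calls were genes that share the region of a changed gene, and 1 of all 229 calls (0.437%) lay in a region with no simulated change. Recovery at the less precise promoters was not simulated. Of 200 random lists without an effect, 4.5% fell outside the central 95% of matched lists. A fall with GC content was then added to the simulated values. A list of GC-rich genes without an effect of its own now fell below all lists matched on mean signal alone. Among lists matched on mean signal and GC content it lay at percentile 13.3.

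Intervals are 95% Wilson intervals. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, numba 0.67.0 and matplotlib 3.10.9, and samtools 1.23.1 for the genome sequence.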

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

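Regions outside promoters were not part of the paper's H3K4me3 results, and raised regions were frequent there. The tests of GC content with zinc finger genes and multi-copy sequence left out were chosen after the counts over all regions outside promoters had been seen; the other tests in this part were set before their results were seen, although the patterns had been noticed in the same values.

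H3K4me3 was raised at 509 regions outside promoters and lowered at 72 in senescent cells, while at promoters 118 regions were raised and 120 lowered. Raised regions had a median GC content of 38.8%, against 52.4% for lowered regions. When the median change of regions with the same GC content was subtracted, 181 regions outside promoters were raised and 325 lowered. When mean signal was taken into account together with GC content, 235 were raised and 60 lowered, which argues against both trends together as the whole source of the excess. The 2 corrections leave opposite majorities, so GC content alone cannot be told apart from other sources on these values. With regions in zinc finger genes and multi-copy regions left out, 293 raised and 71 lowered regions were left. In this remainder GC content alone gave 92 raised and 319 lowered regions, which again leaves its part open, and both trends together gave 106 raised and 60 lowered, a smaller excess that they do not remove. A trend with GC content and signal may therefore account for much of the excess in this remainder. Senescence stays open as a source, and a difference in background or amplification between the 2 sets of libraries was not tested, since no values per sample were used.

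Genes whose symbol begins with ZNF held 84 raised and no lowered regions outside their promoters (2257 regions, 3.03% of all regions outside promoters and 16.5% of the raised ones). Their median log2 fold change was 1.28. Random regions outside promoters matched on GC content and mean signal had a median of 0.41, and the highest 2.5% of random sets began at 0.47, which argues against GC content and mean signal. The median of 0.41 also argues against a uniform rise of background reads in the senescent libraries, which would raise matched regions as much. The 2013 zinc finger regions of single-copy sequence had a median of 1.27, which argues against reads shared between copies. The pattern was present on chromosome 19 (1.47) and off it (1.05), but regions of chromosome 19 outside these genes were raised too (1.15), so it is not limited to the genes. The promoters of these genes had a median of 0.03, close to no change. Promoters matched on GC content and mean signal had a median of −0.03. The zinc finger promoters lay at percentile 99.99 of the random sets, so their median was slightly raised as well. At the strongest region of each promoter the calls did not lean that way, with 3 lowered and 2 raised among 392. Over all regions within 2 kb of start sites of these genes, raised calls outnumbered lowered ones. Raised regions lay for example at ZNF195 (1.99), ZNF24 (1.90) and ZNF583 (1.35), and lowered ones at ZNF385B, ZNF831 and ZNF804B. The balance of calls at these promoters therefore depends on the choice of region. A change of chromatin in zinc finger clusters with senescence may be a hypothesis, found and tested on the same values. H3K9me3 is not analysed here, and a different efficiency of chromatin digestion or immunoprecipitation in compact chromatin was not tested.

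Multi-copy sequence outside promoters held 135 raised regions, 26.5% of the raised regions in 4.98% of all regions outside promoters. Apart from zinc finger genes, 3584 multi-copy regions had a median log2 fold change of 1.16, while the highest 2.5% of random sets matched on GC content and mean signal began at 0.36. This comparison restates the pattern and cannot decide its source. Reads placed among several copies and a true rise of H3K4me3 in repeated sequence would look the same in these values.

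The single mitochondrial region, 1 to 16551, was raised with a log2 fold change of 1.84 in the authors' deposited table (authors' standard error 0.42, adjusted p-value 0.00545). Mitochondrial DNA carries no histones, so its reads are background of the pulldown. A higher mitochondrial content of senescent cells and a higher background in their libraries were both left untested, because no input or total read count was used here.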

How the results depend on the processing

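No paired analysis was possible because the deposited comparison holds no values per sample. For the same reason refits with DESeq2, edgeR or limma, other normalizations (TMM, RLE, library totals), filters on counts, pseudocounts, a replicate block and leaving out each replicate were not run. Of the alternatives, 14 set before the data were examined and 3 chosen afterwards could be run on 107 results. The cause of a change was not tested unless one is named.

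The median of the cell cycle promoters stayed between −0.50 and −0.33 and that of the E2F target promoters between −0.35 and −0.14 under the 12 alternatives that can move them, below all matched random lists each time. The beta cell maturity, interferon-stimulated and type I interferon lists did not become over-represented among raised promoters under any of 17 alternatives.

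Stricter or looser limits moved the counts by construction. At an adjusted p-value under 0.01 there were 56 lowered and 188 raised regions, 45 lowered and 41 raised promoters, and 2 lowered E2F target promoters, no longer over-represented. At an adjusted p-value under 0.1 there were 438 lowered and 1370 raised regions and 202 lowered promoters, beside 107 raised. With a fold change over 2, 61 promoters were lowered and 42 raised, lowered regions fell from 23.4% to 20.0% of changed regions, and neither the cell cycle list (3 lowered) nor the E2F target list (2 lowered) was over-represented. At an unadjusted p-value under 0.05, chosen afterwards, there were 2770 lowered and 6231 raised regions (30.8% lowered), 733 lowered and 270 raised promoters (73.1% lowered), and 19 lowered E2F target promoters, not over-represented.

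Centring decides the split between lowered and raised calls. The median of all regions takes in weak regions with higher medians. In the strongest of 4 equal groups of regions by mean signal, the median at promoters was −0.04 before any centring. Centring on all regions therefore moves strong promoter regions below no change. The median log2 fold change of all regions was 0.16, and subtracting it gave 505 lowered and 406 raised regions (55.4% lowered against 23.4%) and 299 lowered and 40 raised promoters (88.2% against 58.4%), with PDX1 at −0.16 and IFNAR1 at −0.090, and the beta cell maturity median at −0.16. Of the alternatives chosen afterwards, centring by GC content gave 452 lowered and 268 raised regions (62.8% lowered), and 105 lowered and 67 raised promoters, of which 62 and 46 were the same genes. It changed the direction of ANK3 (−0.12), GLIS3 (0.14), INS (0.030), STX1A (0.036), FOXO3 (0.24), RFX1 (0.018), ONECUT2 (0.14), IRF1 (0.27), F3 (0.015) and CXCL1 (0.086), and put the insulin secretion list (−0.011) below the middle of its matched lists. Centring by mean signal and GC content gave 125 lowered and 319 raised regions (28.2% lowered), 60 lowered and 66 raised promoters (47.6% lowered), of which 55 and 55 were the same genes, and 3 lowered E2F target promoters, not over-represented. It changed the direction of GLIS3 (0.092), STX1A (0.034), FOXO3 (0.11), ONECUT2 (0.069), IRF1 (0.16) and CXCL1 (0.11), and put the insulin secretion list (0.0029) below the middle of its matched lists.

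The choice of region mattered for single genes. With the region of smallest p, which favours changed regions by construction, 139 promoters were raised (49.1% of changed promoters lowered), and the E2F target list (6 lowered) was not over-represented. RFX1 (0.31), ONECUT2 (0.43), MXD1 (0.33) and OAS1 (3.25) changed direction, and the p53 (−0.093) and insulin secretion (−0.069) medians fell below the middle of their matched lists. With the region nearest the start site, STX1A (0.19), MXD1 (0.33), IL6 (1.01), SRGAP2C (1.18) and PNMA2 (−0.51) changed direction, and the p53 median (−0.062) fell below the middle. A window of 1 kb changed MXD1 (0.33), and both this window (7 lowered) and the region of smallest p (8 lowered) made the interferon-stimulated list over-represented among lowered promoters (Fisher's exact test, adjusted p = 0.0217 and 0.0350). A window of 5 kb put the p53 median (−0.041) below the middle.

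Leaving out regions below the median mean signal gave a lowered share of regions of 27.3% and left 6 lowered E2F target promoters, not over-represented. Without the genes shared between lists, 2 E2F target promoters were lowered, not over-represented, since the other lowered promoters of the list (AURKB, HMGB2, MCM2 and PCNA) are shared with the cell cycle list. Over all alternatives the adjusted p of the E2F target list (Fisher's exact test) ranged from 0.00948 to 0.942, and that of the cell cycle list from 2.57e-10 to 0.0974. With promoters of at least the median mean signal as background, the interferon-stimulated median was −0.018, no longer apart from matched lists, and the SASP (0.042), radiation-induced senescence (0.047) and beta cell maturity (−0.0036) medians changed sides of the middle.

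Among other list results, 6 became weaker and 3 stronger under the alternatives set before, and 5 weaker and 1 stronger under those chosen afterwards. Among single genes, 5 values became weaker and 2 stronger (LMO2 at 3.03 and AP3B1 at 4.16 with the region of smallest p) under the former, and 5 weaker under the latter. The 24586 regions of lowest signal have no adjusted p-value and so no call in the authors' deposited table. Whether depth sets this limit was not tested, since the depth of each sample is unknown.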

Differences from the paper's values

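The paper's promoter counts combine accessibility, H3K4me3 and H3K27ac, while the counts here are of H3K4me3 alone, so the measures are not the same. The paper reports 940 promoters with reduced activation marks, and 104 promoters had lowered H3K4me3 here. None of the alternatives set before the data were examined closed the gap. The nearest was centring on the median of all regions, with 299 promoters, followed by an adjusted p-value under 0.1, with 202. An unadjusted p-value under 0.05 with the same minimum fold change, chosen after seeing the values, gave 733, within 1.5 times of the paper's 940.

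The paper reports 232 promoters with increased activation marks, and 74 promoters were called raised here, 61 of them off the mitochondrial genome. Again none of the alternatives set before the data were examined closed the gap. The region with the smallest p gave 139 and an adjusted p-value under 0.1 gave 107. An unadjusted p-value under 0.05, chosen after seeing the values, gave 270, within 1.5 times of the paper's 232.

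The paper states that the deactivated promoters were mostly those of cell cycle genes and shows MKI67 as an example for H3K27ac. For H3K4me3, 11 promoters of the cell cycle list and 6 of the E2F target list were among the 104 lowered promoters. Most lowered promoters thus lie outside these lists, although 82 of the 92 cell cycle promoters were below 0. The paper's statement comes from its own enrichment analysis of promoters with combined marks, beside binding motifs. Its gene sets are not these lists, so the share found here does not test it. MKI67 was not called here under any alternative, with a log2 fold change of −0.42 in the authors' deposited table.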

Other observations

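The test of the GC trend within promoters, and the list of developmental transcription factors, were chosen after the values had been seen.

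The log2 fold change of H3K4me3 fell with the GC content of the region. This was not a difference between promoters and other regions, since Spearman's rho was −0.347 within regions at promoters. Nor was it a trend of weak regions alone, since rho was −0.172 at its weakest and −0.315 at its strongest in 4 equal groups of regions by mean signal. Amplification or fragmentation that depends on GC content and a true change of chromatin that follows GC content would both give such a trend, and neither was tested, as no values per sample were used. Tests of single genes and lists were therefore repeated against regions of similar GC content.

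The lowered H3K4me3 at cell cycle and E2F target promoters is unlikely to come from GC content and mean signal. Of random lists matched on these, the lowest 2.5% had medians under −0.061 for cell cycle and under −0.048 for E2F targets, against −0.34 and −0.18. A change that accompanies the arrest of proliferation is the hypothesis that the design names.

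Of the 15 lists tested, 7 had medians within the lowest 2.5% of random lists matched on mean signal, and 0 had medians within the highest 2.5%. Beside the cell cycle and E2F target lists, these were the interferon-stimulated, type I interferon, MHC-I antigen presentation, SASP and CellAge lists. For interferon-stimulated genes the median was −0.14, and the lowest 2.5% of lists matched on mean signal and GC content had medians under −0.11. The corresponding values were −0.33 and −0.29 for the 46 SASP promoters. GC content and mean signal are thus unlikely to be the whole cause for these 2 lists. The 14 MHC-I antigen presentation promoters were all below 0, with a median of −0.51 against −0.48. Centring by GC content moved it to −0.24 (percentile 4.91), and a limit to promoters of at least the median mean signal to −0.16 (percentile 8.35), so in so small a list GC content and mean signal cannot be told apart from other causes. For type I interferon (−0.17) the percentile among lists matched on both was 2.04, and for CellAge (−0.12) it was 3.29, which no longer stands apart. Without genes of the cell cycle and E2F target lists, the 256 remaining interferon-stimulated promoters had a median of −0.13, at percentile 0.3. The pattern rests on the weaker promoters, because with promoters of at least the median mean signal the interferon-stimulated median was −0.02 and the SASP median 0.04. What separates weaker promoters of these lists from other promoters of the same signal was not tested. The remaining lists lay inside the range of matched lists, with medians of −0.20 for replicative, −0.12 for radiation-induced and −0.16 for Ras-induced senescence, −0.03 for the p53 pathway and 0.05 for the p15 signature. With the region nearest the start site, replicative senescence fell below this range (−0.27, percentile 1.32). Centring by GC content put Ras-induced senescence below it (−0.14, percentile 2.25).

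CDKN1A, for which the paper reports increased H3K27ac, had 3 H3K4me3 regions at its promoter. The authors' deposited table gives the strongest, from 36678378 to 36679416 on chromosome 6, a log2 fold change of −0.95 (authors' standard error 0.52, adjusted p-value 0.415), and the others −0.42 and 0.11. None was called. INS had −0.42 (adjusted p-value 0.613), PDX1 0.00 and ISL1 0.22 (adjusted p-value 0.293) in the authors' deposited table. Of 33 genes chosen because the paper names them, each with a promoter region, 30 were not called at their strongest region. Their log2 fold changes there ran from −1.35 to 0.28 in the authors' deposited table. A weaker region was called raised at LMO2 (3.03, adjusted p-value 1.24e-06) and at AP3B1 (4.16, adjusted p-value 0.0384, mean normalized count 4.78), so these promoters were not unchanged throughout.

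Several developmental transcription factors were among the lowered promoters, namely ATOH1, FEZF1, FEZF2, FOXD1, GSX1, HOXD1, LHX9, NEUROG1, POU3F2, TFAP2D and ZIC5. A list of such families, written after these calls were seen, held 134 tested promoters, of which 11 were lowered and none raised where 0.944 lowered were expected. No p-value is given, because the list was chosen from the calls. The 123 promoters of the list that were not called had a median log2 fold change of −0.44, while random lists matched on GC content and mean signal had a median of −0.17 and the lowest 2.5% of them were under −0.26. GC content and mean signal are thus unlikely to be the whole cause. A loss of H3K4me3 at developmental genes, which often carry H3K27me3 as well, may be a hypothesis, and H3K27me3 is not analysed here.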
